# Integrative Multi-Omics and Network Analyses Reveal Pathogenic and Protective Pathways in Centronuclear Myopathies

**DOI:** 10.3390/ijms262311572

**Published:** 2025-11-28

**Authors:** Alix Simon, Charlotte Gineste, David Reiss, Julie D. Thompson, Jocelyn Laporte

**Keywords:** congenital myopathy, myotubular myopathy, centronuclear myopathy, skeletal muscle, omics, gene co-expression, network-based analysis, systems biology, biomarker, therapeutic target

## Abstract

Centronuclear and myotubular myopathies (CNMs) are rare, inherited muscle disorders characterized by muscle atrophy, weakness, and altered muscle fiber structure, primarily caused by mutations in *MTM1*, *DNM2*, or *BIN1*. The molecular mechanisms driving CNM are only partially understood, and no curative therapies are available. To elucidate molecular pathways involved in CNMs, we present an integrative multi-omics analysis across several CNM mouse models untreated or treated with pre-clinical strategies, combining transcriptomic, proteomic, and metabolomic datasets with curated interaction, metabolic, tissue, and phenotype knowledge using network-based approaches. Weighted Gene Co-expression Network Analysis (WGCNA) identified gene modules commonly altered in three CNM genetic forms. Modules correlated with improved muscle function were enriched for processes such as muscle contraction, RNA metabolism, and oxidative phosphorylation, whereas modules linked to disease severity were enriched for immune response, innervation, vascularization, and fatty acid oxidation. We further integrated transcriptomic, proteomic, and metabolomic data from the *Mtm1*^−/y^ mouse model with public knowledge bases into a multilayer network, and explored it using a random walk with restart approach. These analyses highlighted metabolites closely connected to CNM phenotypes, some of which may represent candidates for nutritional or pharmacological modulation. Our findings illustrate how integrative multi-omics and network analyses reveal both pathogenic and protective pathways in CNM and provide a foundation for identifying novel therapeutic opportunities.

## 1. Introduction

Centronuclear and myotubular myopathies (CNMs) are a group of rare inherited muscular disorders characterized by muscle weakness, hypotonia, and abnormal positioning of nuclei within muscle fibers [1]. These diseases are primarily caused by mutations in genes such as *MTM1*, *DNM2*, and *BIN1*. Mutations in additional genes such as *RYR1* or *TTN* are associated with other forms of CNM with abnormal nuclei positioning and additional histological features. Although a potential correlation between nuclei centralization and phenotype severity has been suggested for XLCNM, it is yet to be established for most forms of CNM [2]. Despite progress in identifying causative mutations, the intricate molecular pathways leading from these genetic disruptions to the clinical manifestation of CNMs are still not fully delineated, limiting the development of effective therapies. To investigate the mechanisms implicated in CNMs, several murine models have been developed and faithfully replicate the muscle phenotypes observed in patients [3]. *Mtm1*^−/y^ knock-out mice exhibit a progressive myopathy beginning at 2–3 weeks of age, characterized by marked muscle hypotrophy, reduced locomotor activity, and lethality by approximately 8 weeks [4]. *Bin1*^mck−/−^ mice (muscle-specific deletion of *Bin1*) maintain near-normal locomotor function but demonstrate reduced muscle strength by 8 weeks of age [5]. Knock-in mice for the most common mutation in the neonatal *DNM2* form (Ser619Leu; *Dnm2*^SL/+^) present with neonatal feeding difficulties associated with decreased body weight, pronounced muscle atrophy, and impaired locomotor activity, though they survive into adulthood [6]. These mouse models thus represent severe, mild and intermediate CNM, respectively. All three models display centronuclear myopathy (CNM)-like histopathological features by 7–8 weeks of age. Notably, these CNM genes encode for proteins functioning in the same pathway in muscle. Myotubularin (MTM1) is a lipid phosphatase, amphiphysin 2 (BIN1) binds lipids and senses and promotes membrane curvature, and dynamin 2 (DNM2) binds lipids and amphiphysin and eventually fission membrane. Moreover, we previously demonstrated that different CNM forms can be rescued by a common strategy: increasing BIN1 expression, reducing DNM2 levels, or administering tamoxifen, each of which alleviates most phenotypes in the corresponding mouse models [1,3]. These findings support shared pathogenic mechanisms and suggest that common therapeutic principles may apply across different CNM subtypes. In the present study, we aimed to identify these mechanisms and therapeutic targets through integration of multi-omics data.

Omics approaches, including transcriptomics, proteomics, and metabolomics, offer powerful tools for uncovering the broader molecular landscape involved in CNM. These approaches represent comprehensive and unbiased techniques to characterize complex biological systems, enabling the identification of key molecular mechanisms underlying various processes [7]. Single-omics analysis often involves differential expression analysis between two conditions to identify dysregulated entities. Such analyses can yield valuable insights, but they cannot take into account the intricate regulatory and interaction processes that connect different layers of omics data, and they are limited to pairwise comparisons. Therefore, integration of multi-omics data together with clinical information has shown great promise in achieving a holistic understanding of complex biological systems [8]. To our knowledge, such a multi-omics integration has never been applied in the CNM field, and provides a novel means to uncover disease mechanisms, prioritize cross-subtype targets, and identify metabolites potentially linked to pathological processes.

Integration approaches based on biological networks have gained traction in recent years. Weighted Gene Co-expression Network Analysis (WGCNA) is one such approach that can be used to construct networks based on the correlation patterns between genes across multiple samples and to identify gene modules that correlate with clinical traits [9]. Multilayer network approaches, which integrate diverse biological data types (e.g., transcriptomic, proteomic, and metabolomic data), data sources (e.g., protein–protein interactions, pathway co-membership, co-expression), and/or experimental conditions (e.g., transcriptomic data obtained from several models) offer an even more comprehensive framework [10]. By leveraging high-throughput data from multiple layers, these methods allow modeling of complex, multi-dimensional relationships that single-layer network approaches cannot capture.

Here, we used network integration techniques to uncover novel molecular interactions and pathways that contribute to disease pathomechanisms in CNMs. First, we performed WGCNA on several cohorts of CNM murine models treated with various therapeutic approaches. Then, we performed a case study focusing on the investigation of the multi-modal pathomechanisms implicated in XLCNM (X-linked CNM, caused by mutations in *MTM1*), for which comprehensive experimental transcriptomics, proteomics, and metabolomics data are available. Thus, we built and explored a heterogeneous multilayer network integrating the multi-omics data generated for the *Mtm1*^−/y^ mouse model with biological knowledge extracted from publicly available databases.

## 2. Results

### 2.1. Weighted Gene Correlation Network Analysis of Several Mouse Models of CNM

#### 2.1.1. Transcriptomic and Phenotypic Data Collection

To identify genes implicated in skeletal muscle structure and function and in the pathogenesis of CNM, we performed WGCNA on several murine models of myopathies treated with various therapeutic approaches (Table 1). In particular, three models of CNM (*Mtm1*^−/y^, *Bin1*^mck−/−^, *Dnm2*^S619L/+^) were considered. Therapeutic approaches included *Bin1* and *Dnm2* gene expression modulation by genetic crossing or antisense oligonucleotide (ASO) and tamoxifen repurposing. Genetic backgrounds differ between some groups. For each cohort, bulk RNA-sequencing data was retrieved from previous publications [3,11] or generated for this study (cohort F). 

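RNA-seq counts of cohorts F and G were analysed here, that is of 28 of the mice. Cohort F holds *Bin1* mck-/- mice, which lack *Bin1* in skeletal muscle, and cohort G holds *Dnm2* S619L/+ mice, which are heterozygous for a point mutation of *Dnm2*. Tamoxifen, a drug that binds the estrogen receptor, was given with the diet. TA muscles were taken at 8 weeks of age from mice of the C57BL/6N strain, with 4 mice in each of the 7 groups. Strand-specific libraries of polyadenylated RNA were made from 350 ng of RNA with 8 min of fragmentation in cohort F and from 300 ng with 2 min in cohort G. Mouse model and library protocol therefore change together, and differential expression was tested within each cohort only. The authors deposited the number of reads counted on each Ensembl gene, without normalization. The paper's text does not name the aligner, the counting tool or the genome build. The table of cohort F also has 4 lines that are not genes, for reads that were ambiguous, mapped to several places, lay outside genes or were unmapped. These lines held 22.0% to 30.8% of all counts per mouse (median 23.9%) and were left out, and the table of cohort G has none. In cohort F, 30776801 to 35136327 reads per mouse were counted on genes in WT (median 32763314), 29063032 to 33654116 in disease (31196826) and 24671835 to 30538990 in disease treated mice (29328514). In cohort G, the depth ranged more widely, from 15586333 to 109710886 reads in WT (median 46755822) and from 20989876 to 46556589 in WT treated mice (29935352). It was 21520228 to 41940004 reads in disease (median 22530455) and 21588926 to 33651769 in disease treated mice (25591349). Counts were scaled by edgeR's TMM method, genes with low counts were removed with its default filter, and the remaining 14841 genes of cohort F and 15439 of cohort G were tested with its quasi-likelihood test. All mice of a cohort entered 1 fit, and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as differentially expressed. On counts simulated from these mice with 200 changed genes, the disease comparison of cohort G recovered 89.8% of the 4-fold and 55.4% of the 2-fold changes, and 1.33% of the genes called were unchanged ones. For cohort F the same shares were 82.7%, 56.0% and 7.38%.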

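The *Dnm2* S619L/+ mutation is not visible in counts per gene, and *Dnm2* (ENSMUSG00000033335) had about the same level in disease mice of cohort G (67.6 ± 4.64 CPM, counts scaled by library size; SD, n = 4) and in WT mice (63.1 ± 1.45, n = 4). Its log2 fold change of 0.10 did not pass the test (SE 0.07, adjusted p = 0.344 from edgeR's quasi-likelihood test). Between disease and WT mice of this cohort, 3382 genes were differentially expressed, 1868 of them higher and 1514 lower in disease. The alternative that moved this count most was leaving out WT mouse 2, which gave 2034 genes, and DESeq2 called 4082. The largest rise among genes whose groups did not overlap was that of *Krt18* (ENSMUSG00000023043), from 0.191 ± 0.137 CPM in WT to 23.1 ± 18.6 in disease mice (log2 fold change 7.23, SE 0.62, edgeR adjusted p = 7.79e-06). It was followed by the interferon-inducible GTPase gene *Gm4841* (ENSMUSG00000068606), with a log2 fold change of 6.48 (SE 1.41, edgeR adjusted p = 0.00556). This value rests on disease mouse 4, which had 780.5 CPM against 4.34 to 24.7 in the other disease mice, and without it the log2 fold change was 2.72. Reads of *Gm4841* can also be shared with close copies of this gene family, and the call was lost when only the groups compared were fitted (edgeR adjusted p = 0.0515). *Sln* (ENSMUSG00000042045), which encodes the calcium pump regulator sarcolipin, rose from 0.817 ± 0.504 to 71.5 ± 49.5 CPM (log2 fold change 6.32, SE 0.71, edgeR adjusted p = 5.92e-05). *Sox11* (ENSMUSG00000063632) rose from 0.140 ± 0.0748 to 11.4 ± 4.12 CPM (log2 fold change 6.18, SE 0.45, edgeR adjusted p = 2.98e-06). The largest falls were those of *Fgfr4* (ENSMUSG00000005320), from 4.39 ± 1.59 to 0.388 ± 0.219 CPM, and of *Bdh1* (ENSMUSG00000046598), from 39.7 ± 16.9 to 3.59 ± 1.40 CPM. Their log2 fold changes were −3.47 (SE 0.48) and −3.46 (SE 0.40), with edgeR adjusted p = 2.01e-04 and 6.33e-05.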

For all cohorts except cohort F (*Bin1*^mck−/−^ +/− tamoxifen), 4 groups were studied: WT, disease model, WT treated, and disease model treated. In cohort F, 3 groups were considered: WT, disease, and disease treated. 

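*Bin1* (ENSMUSG00000024381), the gene deleted in cohort F, had 539.9 ± 15.7 CPM in WT (SD, n = 4), 56.2 ± 5.10 in disease and 40.9 ± 6.16 in disease treated mice. Disease mice thus had a log2 fold change of −3.26 against WT (SE 0.13, edgeR adjusted p = 7.10e-10), with residual reads that counts per gene do not assign to exons or cell types. The further fall of *Bin1* under tamoxifen was small (log2 fold change −0.46, SE 0.12, edgeR adjusted p = 0.0466), and the call was lost in 11 of the 12 fits that left out a mouse (adjusted p up to 0.122). Between disease and WT mice, 388 genes were differentially expressed, 295 higher and 93 lower in disease. This count depended on single mice, on the tool and on the groups fitted. It was 18 without WT mouse 8 and 759 without disease treated mouse 2, a mouse outside this comparison. DESeq2 called 1191 genes, and 1458 were called when only WT and disease mice were fitted. *Rrad* (ENSMUSG00000031880), which encodes a small GTPase, rose from 1.26 ± 0.205 CPM in WT to 33.4 ± 12.2 in disease mice (log2 fold change 4.72, SE 0.54, edgeR adjusted p = 0.00522). It kept its call in every fit that left out a mouse (adjusted p at most 0.0449). *Myl3* (ENSMUSG00000059741), a myosin light chain gene of slow fibers, fell from 281 ± 41.8 to 92.5 ± 39.4 CPM (log2 fold change −1.60, SE 0.25, edgeR adjusted p = 0.0119), a call lost without WT mouse 8 (adjusted p = 0.0512).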

In total, bulk RNA-seq data of 106 mice were used. Overall, Principal Component Analysis (PCA) of normalized and variance stabilized counts revealed a separation of samples according to their status for WT, WT treated, and disease groups along PC1, which explained 22% of the variance (Figure 1). 

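PCA of variance-stabilized counts was computed for cohorts F and G together and within each of them, over genes with more than 10 reads in at least 90% of the mice. PC1 explained 39.5% of the variance over both cohorts (12579 genes), 45.1% within cohort G (12766 genes) and 37.0% within cohort F (12808 genes). PC1 was turned so that disease lay above WT. Within cohort F, PC1 was −12.2 ± 5.53 in WT (SD, n = 4) and 20.8 ± 12.8 in disease mice (n = 4). This difference of 33.0 was larger than the spread between mice (exact two-sided permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). Within cohort G, PC1 was −30.1 ± 7.47 in WT and −20.1 ± 4.66 in disease mice, and the difference of 9.99 was larger than these SDs and did not pass the test (exact two-sided permutation p = 0.143). The two-sided exact permutation p reached 0.0286 for this difference when log2 CPM replaced variance-stabilized counts (17.5) or when the 500 most variable genes were used (8.33). Over both cohorts, disease and WT mice differed by 16.7 in cohort F (exact permutation p = 0.0286) and by 8.61 in cohort G (p = 0.114). On the joint PC2, which was not tested, disease and WT mice did not overlap in either cohort. In cohort G disease mice lay at −26.3 to −2.47 and WT mice at 20.5 to 37.7. In cohort F these ranges were −32.8 to −6.94 and 5.69 to 12.5. The cohort, which goes with library protocol, model and the groups it holds, explained 44.4% of the variance of the joint PC1 and 6.75% of that of PC2. Only cohort G holds WT treated mice, whose joint PC1 was 45.5 ± 12.2, so these shares are not those of the protocol alone. Untreated WT mice had −29.4 ± 3.20 in cohort F and −9.26 ± 4.48 in cohort G on the joint PC1.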

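Cohort G includes 4 WT mice that received tamoxifen. Their PC1 within the cohort was 33.8 ± 12.5 (SD, n = 4), with 40.0, 48.4, 22.2 and 24.5 for the single mice. They lay 63.9 above the untreated WT mice (exact two-sided permutation p = 0.0286), farther than the disease mice did. The direction of PC1 rests on the small difference between disease and WT mice, and without WT mouse 3 PC1 was turned the other way and the distance read −61.6. Over both cohorts the distance on PC1 was 54.8 (exact permutation p = 0.0286). As a measure that treated mice do not set, each mouse was projected on the line from the WT mean (position 0) to the disease mean (position 1) of its cohort, leaving the mouse itself out of these means. WT treated mice lay at 0.464 ± 0.0925 and untreated WT mice at 0.0784 ± 0.168, a difference of 0.386 (exact two-sided permutation p = 0.0286). On the axis of cohort F, which shares no mouse or library with cohort G, WT treated mice lay at 0.731 ± 0.185 (exact permutation p = 0.0286 against WT). Between WT treated and WT mice, 4273 genes were differentially expressed (2441 higher and 1832 lower under tamoxifen), and 2769 without WT treated mouse 2. Of the 1091 genes also called between disease and WT mice, 967 changed in the same direction. The log2 fold changes of both comparisons had Pearson's r = 0.317 and Spearman's rho = 0.365 across genes, which are not independent replicates. Because the comparisons share their WT mice, groups simulated without any effect gave a mean r of 0.507 (0.485 to 0.530 over 20 simulations), above the observed value. With the WT mice divided between the comparisons, r was 0.264 on average over 6 divisions (0.187 to 0.297). Genes of bone matrix and its turnover were among those that rose most, with *Tnn* (ENSMUSG00000026725) at 501.8 ± 176 CPM against 0.166 ± 0.190 in WT (log2 fold change 11.44, SE 1.11, edgeR adjusted p = 9.05e-05) and *Mmp13* (ENSMUSG00000050578) at 874 ± 308 CPM against 0.478 ± 0.424 (log2 fold change 10.53, SE 1.20, edgeR adjusted p = 1.77e-04). *Ibsp* (ENSMUSG00000029306) rose from 0.393 ± 0.354 to 375 ± 230 CPM (log2 fold change 9.59, SE 1.29, edgeR adjusted p = 2.91e-04). Genes of tendon and cartilage rose in the same mice, so that the tissue these reads come from is not settled. *Flrt1* (ENSMUSG00000047787) rose from 1.12 ± 0.556 to 44.1 ± 15.3 CPM (log2 fold change 5.48, SE 0.45, edgeR adjusted p = 2.37e-05).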

Notably, tamoxifen-treated WT samples were an exception to this pattern, clustering on the right side of PC1 alongside disease samples. For the disease groups, we observed that *Mtm1*^−/y^ samples (cohorts A–C) clustered together on the top of PC2. Disease-treated samples exhibited a variable distribution on the PCA plot, with some clustering alongside WT samples and others aligning with disease samples in a cohort-specific manner. In particular, disease models treated with tamoxifen diet supplementation (cohorts C, F, and G) tended to cluster with disease samples, correlating with a partial rescue of the phenotypes (Table 1). In contrast, disease-treated samples in other cohorts were positioned closer to WT samples, especially in cohorts B, D, and E, correlating with a rather complete correction of phenotypes (Table 1).

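On the PC1 of each cohort, the disease treated mice were spread more widely than the groups they are compared with. The 4 treated mice of cohort G lay at 16.5, 34.1, 36.3 and −21.1 (mean 16.4, SD 26.5), and those of cohort F at −2.29, 15.7, −22.9 and −25.1 (mean −8.63, SD 19.2). In cohort G they lay 36.6 above the disease mice (exact two-sided permutation p = 0.0857) and 46.6 above WT mice (exact permutation p = 0.0286). Leaving out treated mouse 4 raised the first distance to 48.9 (exact permutation p = 0.0286). The second lost its call without treated mouse 3 or without any of the WT mice 1, 2 and 4 (exact permutation p up to 0.114), and without WT mouse 3 both changed sign, as PC1 then turned (−39.8 and −39.4). In cohort F the treated mice lay below the disease mice by a difference of −29.5 that did not pass the test (exact two-sided permutation p = 0.0571). It reached −39.0 without treated mouse 2 (exact permutation p = 0.0286). Their distance from WT mice was 3.56 (exact permutation p = 0.743).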

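On the axis from WT (0) to disease (1), the disease treated mice of cohort G lay at 0.817 ± 0.113 (SD, n = 4), with 0.897 ± 0.260 in disease mice (difference −0.0794, exact two-sided permutation p = 0.543). They were set apart from WT mice by 0.739 (exact permutation p = 0.0286). The difference from disease mice changed sign without disease mouse 2 (0.0116) and with the 500 most variable genes (0.0340), and in each case stayed within the spread between mice. On the axis of cohort F the treated mice of cohort G lay at 0.983 ± 0.250 and the disease mice at 0.891 ± 0.245 (difference 0.0920, exact permutation p = 0.486). In cohort F, the treated mice lay at 0.340 ± 0.341, the disease mice at 0.905 ± 0.378 and the WT mice at 0.0891 ± 0.150. The treated mice differed from the disease mice by −0.565 (exact two-sided permutation p = 0.0571) and from WT mice by 0.251 (exact permutation p = 0.229), so that neither difference passed the test. Their positions were 0.471, 0.745, −0.0380 and 0.181. On the axis of cohort G, the treated mice of cohort F lay at 0.232 ± 0.125 and the disease mice at 0.439 ± 0.186 (difference −0.208, exact permutation p = 0.114). There the treated mice differed from WT mice by 0.232 (exact permutation p = 0.0286).

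**Figure D1:**
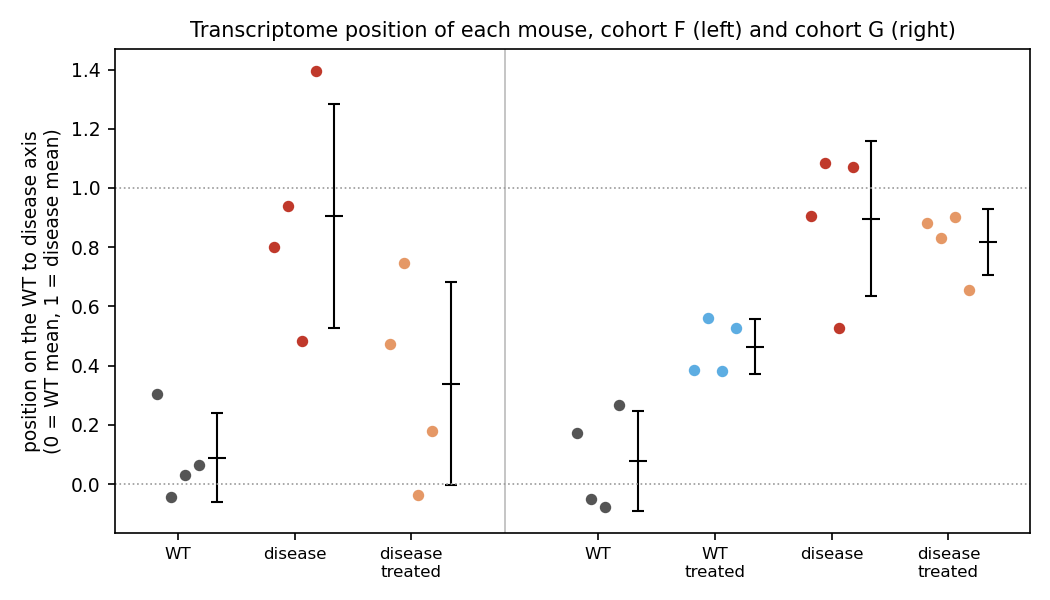
Position of each mouse of cohorts F (left) and G (right) on the line from the WT mean (0) to the disease mean (1) of its own cohort, without unit; points are mice and the bar beside them is the mean ± SD of 4 mice. The treated mice average 0.340 in cohort F and 0.817 in cohort G, where WT treated mice average 0.464.

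Between disease treated and disease mice, 1277 genes were differentially expressed in cohort G (806 higher, 471 lower) and 464 in cohort F (225 higher, 239 lower). In cohort G these groups also differed in sex-linked expression. *Xist* was over 1 CPM in 4 of 4 treated and 2 of 4 disease mice, and the Y-linked *Ddx3y* in 0 and 2. With *Xist* as a covariate 495 genes were called, so treatment and sex are not fully separated in this comparison. Of the 1277 genes, 1189 changed in the same direction under tamoxifen in WT mice (93.1%), and of the 915 genes called in each comparison 904 did. The comparisons share no mice, and their log2 fold changes had r = 0.712 and rho = 0.523 across genes. Other divisions of the 8 disease mice gave an absolute r of 0.442 at the median and up to 0.807. The count of cohort G fell to 30 when only the groups compared were fitted, and ranged from 368 without treated mouse 3 to 2562 without treated mouse 4. In cohort F it was 122 with only these groups, 1223 by DESeq2, and between 160 and 1253 without treated mouse 3 or treated mouse 2. Against WT mice, 4461 genes still differed in treated mice of cohort G and 126 in those of cohort F. Without treated mouse 3 these counts were 2955 and 266, and the second was 544 by DESeq2 and 42 without WT mouse 5. With *Xist* as a covariate the first was 2837. In cohort F, *Flrt1* rose under tamoxifen from 0.681 ± 0.241 to 52.4 ± 34.5 CPM (log2 fold change 6.25, SE 0.54, edgeR adjusted p = 4.58e-04). *Cilp* (ENSMUSG00000042254), a matrix gene, fell from 359 ± 227 to 47.6 ± 10.8 CPM (log2 fold change −2.92, SE 0.47, edgeR adjusted p = 0.0134), a call lost without treated mouse 3 (adjusted p = 0.0529) or with only these groups fitted (0.0503). The group averages that the paper gives for the same models (Supplementary Information S2) include a hanging time of 29.0 s in disease and 46.13 s in disease treated mice of cohort G, against 56.9 s in WT mice. For cohort F the paper's averages are 45.6 s, 56.6 s and 57.2 s. In cohort G, maximal specific force was also higher in disease treated (12.98) than in disease mice (9.92). Other averages did not move clearly toward WT mice. In disease and disease treated mice, normalized TA mass was 1.43 and 1.39 mg/g and body mass 18.02 and 16.02 g. Small fibers made up 94% and 97%, fibers with abnormal SDH staining 18.4% and 18.3%, and fibers with central nuclei 5% in each. The paper states that the position of treated mice in the tamoxifen cohorts goes with a rescue of the phenotypes that is only partial (Table 1).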

Phenotypic characterizations of the cohorts were retrieved from their respective publications [5,6,11,12,13,14]. In particular, we retrieved the average value of the following metrics for each group when they were available: body mass (g), tibialis anterior (TA) mass normalized by body mass (mg/g), maximal specific force of the TA relative to WT, hanging test (time to fall off an upside-down wire cage lid) (s), percentage of muscle fibers with internalized or central nuclei, percentage of muscle fibers with abnormal mitochondria localization, and percentage of small muscle fibers (fiber diameter < 40 μm). Full phenotypic data are available in Supplementary Information S2. In the absence of mouse identifiers connecting the phenotypic and transcriptomic studies, mice were assigned their average group value for each phenotypic trait.

#### 2.1.2. Identification of Gene Co-Expression Modules Correlated to Phenotypic Traits

WGCNA was performed to build a gene expression correlation network and identify modules of highly correlated genes. Then, the correlation between module expression and phenotypic traits was computed (Figure 2). In total, 24 modules were identified, with size ranging from 47 to 1848 genes. 

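Which gene belongs to which module was not analysed here. In its place, 21 lists hold the genes of GO terms that the paper reports for its modules (Supplementary Information S3), and 7 further lists hold markers of cell types, fiber types, denervation and sex-linked expression. The score of a list is the mean log2 CPM of its genes, and it was set against the paper's group averages of 7 traits over the 7 groups of cohorts F and G. Correlations were taken over at least 6 groups, so none is given within a cohort, and library protocol differs between the cohorts. Of the 196 relations, 138 had an absolute Pearson's r of at least 0.3, 33 had an exact permutation p under 0.05, and 2 remained after Benjamini-Hochberg adjustment. These were the skeletal muscle tissue development genes of the blue module with hanging time (r = −0.950, exact p = 1.98e-04, the smallest possible, adjusted p = 0.0194) and the semaphorin-plexin genes of the light green module with hanging time (r = 0.961, the same p and adjusted p). Spearman's rho was −1 and 1 (exact permutation p = 3.97e-04, adjusted p = 0.0389). Without the 2 groups farthest from the median hanging time, r was −0.952 for the first list (exact permutation p = 0.00833) and 0.751 for the second (p = 0.0167). The paper counts the blue module as beneficial and the light green one as pathogenic, so each sign is opposite to that side. With variance-stabilized scores, 30 relations had an exact permutation p under 0.05 and 0 passed the adjustment, and with differences from WT 50 and 0. With each mouse given its group average and counted by itself, 76 relations passed. With normalized TA mass, the strongest relation was that of the synaptic transmission genes of the grey60 module (r = 0.9003, exact permutation p = 0.00337, adjusted p = 0.110; rho = 0.893, p = 0.0123, adjusted p = 0.268). It rests in part on the WT groups, with r = 0.697 without the 2 groups farthest from the median mass (exact permutation p = 0.183). Its sign is also opposite to the paper's side, which counts grey60 as pathogenic.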

Moderate to high correlation coefficients (absolute values ranging from 0.3 to 0.7) were observed for some modules and traits, with the strongest positive and negative correlations observed for normalized TA mass. 

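The calcium ion transport genes of the blue module were related to several traits at once over the 7 groups. Their score had r = 0.954 with the percentage of small fibers (exact permutation p = 0.00298, adjusted p = 0.110; rho = 0.929, p = 0.00675, adjusted p = 0.165), and r = 0.955 without the 2 groups farthest from the median (exact permutation p = 0.0250). With normalized TA mass it had r = −0.889 (exact permutation p = 0.00556, adjusted p = 0.120; rho = −0.929), and r = −0.771 without the 2 farthest groups (exact permutation p = 0.133). Neither passed the adjustment over all relations, and each sign is opposite to that by which the paper defines a beneficial module. Among the paper's own group averages, 21 pairs of traits were compared. Body mass and normalized TA mass had r = 0.918 (exact permutation p = 0.00298, adjusted p = 0.0625; rho = 0.857, p = 0.0238). TA mass and small fibers had r = −0.854 (exact permutation p = 0.0109, adjusted p = 0.0764; rho = −0.893, p = 0.0123). Maximal specific force and hanging time had r = 0.949 (exact permutation p = 0.00694, adjusted p = 0.0729; rho = 0.714, p = 0.0881).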

Module–trait correlation showed low specificity, as most modules were significantly correlated with multiple phenotypic traits, suggesting potential redundancy among these traits. We defined beneficial modules as modules that were positively correlated to normalized TA mass, relative maximal force, and/or hanging time, and negatively correlated to the percentage of fibers exhibiting central nuclei, abnormal SDH staining and/or a small diameter. Modules that showed an opposite correlation pattern compared to beneficial modules were defined as pathogenic.

#### 2.1.3. Enrichment Analysis of Modules Significantly Correlated to Phenotypic Traits

To identify the biological functions associated with each module, Gene Ontology (GO) terms over-representation analysis was conducted for the biological process (BP), cellular component (CC), and molecular function (MF) ontologies (Figure 3, Supplementary Figure S1, Supplementary Information S2, Supplementary Information S3). Among the beneficial modules, the blue module was enriched in genes associated with apoptosis regulation, calcium ion transport and muscle development and contraction (Figure 3A). 

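The genes of 4 GO terms of the blue module were tested as lists with limma's fry, within each cohort, and p-values were adjusted over 140 tests (28 lists and 5 comparisons). In disease mice of cohort G, all 4 lists were higher than in WT mice. The calcium ion transport list had a mean log2 fold change of 0.67 (fry adjusted p = 1.99e-04), with 41 of its 59 genes higher. The skeletal muscle tissue development list had 0.68 (fry adjusted p = 0.00148, 37 of 47 genes higher), and the list for regulation of apoptotic endopeptidase activity 0.40 (fry adjusted p = 5.42e-04, 27 of 42 higher). The muscle contraction list had 0.52 (fry adjusted p = 0.0204, 34 of 51 higher), a call lost without WT mouse 2 (0.0500). The lists hold genes changed in either direction. Of the calcium genes 33 were called higher and 9 lower over all genes, and 50 were called when adjusted over the list alone. The study chose the lists on samples that include these mice. Neither these counts nor the fry p-values of the lists are therefore wholly independent evidence. For the other lists, in the order given, the calls over all genes were 25 higher and 5 lower, 21 and 8, and 23 and 11, and 35, 34 and 40 when adjusted over the list alone. *Camk2d* (ENSMUSG00000053819) is among them, with a log2 fold change of 1.49 (SE 0.14, edgeR adjusted p = 9.92e-06). In disease mice of cohort F, the mean log2 fold changes were 0.46 for calcium transport (fry adjusted p = 0.0119, 40 of 59 genes higher), 0.49 for muscle development (0.0235, 33 of 47), 0.28 for apoptosis (0.0252, 26 of 42) and 0.24 for contraction (0.114, 32 of 51). Muscle development and apoptosis lost their calls in 4 and 5 of the 12 fits that left out a mouse (fry adjusted p up to 0.0604 and 0.0636). Over all genes, 11, 9, 8 and 4 genes of these lists were called, and adjusted over the list alone 34, 23, 23 and 21. The effects of tamoxifen in disease mice share these mice with the values above. In cohort G, calcium transport fell under tamoxifen by 0.16 (fry adjusted p = 0.0299) and apoptosis by 0.21 (0.0309), and each lost its call in 5 of the 16 fits that left out a mouse (up to 0.0929 and 0.0987). In cohort F, apoptosis fell by 0.29 (fry adjusted p = 0.0203). The choice that moved the list results most was the test. An exact permutation test of the mean score per mouse passed the adjustment for 0 lists in each comparison, where the smallest exact permutation p of 0.0286 became 0.111. Fry called 13 of 28 lists in disease mice of cohort G and 6 in those of cohort F. At an unadjusted exact permutation p under 0.05, which here means groups whose scores did not overlap, there were 13 and 7 lists, where chance gives a share of 0.0286.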

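Reads of genes encoded by mitochondrial DNA, which make up the 5 genes of the oxidative phosphorylation term and the 7 of the respirasome term of the dark red module, took a smaller share of counts in disease mice of cohort G. The share was 22.9% ± 2.56 in WT (SD, n = 4) and 14.9% ± 1.56 in disease mice, lower by a difference of −8.06 percentage points (exact two-sided permutation p = 0.0286). In cohort F it was 9.10% ± 0.827 and 10.4% ± 0.974 (exact permutation p = 0.114). As lists, the oxidative phosphorylation genes fell by 0.94 on the log2 scale (fry adjusted p = 1.99e-04, 5 of 5 genes lower) and the respirasome genes by 1.09 (1.99e-04, 7 of 7) in disease mice of cohort G, and all of these genes were called, over all genes and when adjusted over the list alone. *mt-Nd5* (ENSMUSG00000064367) fell from 30350 ± 7092 to 12460 ± 1798 CPM (log2 fold change −1.28, SE 0.18, edgeR adjusted p = 1.77e-04), *mt-Cytb* by 0.89 (SE 0.12, edgeR adjusted p = 1.97e-04) and *mt-Co1* by 0.93 (SE 0.15, edgeR adjusted p = 5.19e-04) on the log2 scale. Reads of these genes can be shared with copies in the nuclear genome. In cohort F the lists had mean log2 fold changes of 0.07 and 0.06 in disease mice (fry adjusted p = 0.606 and 0.646). In WT treated mice of cohort G the lists were lower than in WT mice by 0.65 and 0.68 (fry adjusted p = 0.00232 and 0.00193). Bone, tendon and cartilage genes rose in the same mice, so a smaller share of muscle RNA is not excluded. Disease treated mice did not differ detectably from disease mice (−0.02 and −0.28, fry adjusted p = 0.901 and 0.584). In the 4 lists of the pink module, most genes were slightly higher in disease mice of cohort G, without a call for any list. The mean log2 fold changes were 0.22 for RNA processing (fry adjusted p = 0.119, 40 of 47 genes higher), 0.23 for transcription initiation (0.138, 11 of 12), 0.33 for translation (0.0563, 31 of 36) and 0.24 for the proteasome (0.131, 18 of 20). *Psmb4* of the proteasome list had a log2 fold change of 0.79 (SE 0.15, edgeR adjusted p = 0.00215). Under tamoxifen in the same model, RNA processing fell by 0.26 (fry adjusted p = 0.0388, 45 of 47 genes lower) and transcription initiation by 0.35 (0.0320, 12 of 12). Translation and the proteasome fell by 0.28 and 0.30 without a call (fry adjusted p = 0.0600 and 0.0583). The calls of RNA processing and transcription initiation were lost in 10 and 5 of the 16 fits that left out a mouse (fry adjusted p up to 0.101 and 0.0933). In disease mice of cohort F the pink lists changed by −0.04 to 0.01.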

The pink module was enriched in genes associated with RNA processing, transcription, and translation, and the dark red module was associated with oxidative phosphorylation (Figure 3B). Among pathogenic modules, the brown module was associated with immune system processes. 

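The table of terms of the brown module (Supplementary Information S3) was held here only in part, 868 of its 1056 rows, so no list was drawn from it. A list of 25 genes of immune cells was tested instead. In cohort F, all 25 genes were higher in disease than in WT mice, with a mean log2 fold change of 1.61 (fry adjusted p = 0.0204). The call was lost without WT mouse 8 (0.0524). Of these genes 10 were called over all genes and 25 when adjusted over the list alone. *Ptprc*, which encodes the leukocyte antigen CD45, rose from 1.60 ± 0.140 CPM (SD, n = 4) in WT to 6.34 ± 2.01 in disease mice (log2 fold change 1.99, SE 0.32, edgeR adjusted p = 0.0110; 0.0512 without WT mouse 8). The macrophage gene *Adgre1* rose from 1.78 ± 0.609 to 8.03 ± 2.33 CPM (log2 fold change 2.17, SE 0.39, edgeR adjusted p = 0.0147), a call lost in 3 of the 12 fits that left out a mouse (adjusted p up to 0.0703). Under tamoxifen all 25 genes were lower in this model (mean log2 fold change −0.74), which did not pass the test (fry adjusted p = 0.119). In cohort G, all 25 genes were also higher in disease mice, by 1.64 on average, with 19 called over all genes and 23 when adjusted over the list alone, and the list as a whole did not pass the test (fry adjusted p = 0.0835). The score varied between disease mice, and was 5.16 in mouse 4 and 2.64 to 3.73 in the others. *H2-Eb1*, an antigen presentation gene of the MHC, whose reads can be shared with its relatives, had 91.8 ± 111 CPM in disease and 14.4 ± 4.01 in WT mice (log2 fold change 2.66, SE 0.65, edgeR adjusted p = 0.00992; 1.33 at the lowest when a mouse was left out). With only these groups fitted its adjusted p was 0.0566. The list was higher in WT treated than in WT mice by 1.31 (fry adjusted p = 0.0636, 25 of 25 genes higher), and in treated disease mice its mean log2 fold change against disease mice was −0.39 (fry adjusted p = 0.858).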

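The lists of 3 grey60 terms were lower in disease than in WT mice of cohort G. Mean log2 fold changes were −0.71 for angiogenesis (fry adjusted p = 0.0218, 13 of 14 genes lower), −0.72 for chemical synaptic transmission (0.0218, 12 of 13) and −0.87 for cell-cell junction (0.0203, 12 of 12). Of their genes 7, 3 and 8 were called over all genes, and 10, 7 and 9 when adjusted over the list alone. The calls of the lists were lost in 4, 3 and 2 of the 16 fits that left out a mouse (fry adjusted p up to 0.0668, 0.0668 and 0.0536). *Jam2* of the junction list fell from 85.2 ± 22.6 to 34.9 ± 16.2 CPM (SD, n = 4; log2 fold change −1.29, SE 0.26, edgeR adjusted p = 0.00318), *Nrp1* by 1.18 on the log2 scale (SE 0.24, edgeR adjusted p = 0.00316) and *Gucy1a1* also by 1.18 (SE 0.21, edgeR adjusted p = 0.00135). In cohort F the lists did not differ detectably, with −0.12, −0.07 and −0.25 (fry adjusted p = 0.544, 0.737 and 0.290), where the median of the synaptic list was of the other sign (0.01). Tamoxifen raised them in disease mice of cohort G by 0.25, 0.16 and 0.30, without a call (fry adjusted p = 0.217, 0.472 and 0.229). In 1 fit over both cohorts, these effects lay above those of cohort F by 0.59, 0.51 and 0.58, also without a call (fry adjusted p = 0.0684, 0.103 and 0.103). The 4 semaphorin-plexin genes of the light green module were lower in disease mice of cohort G by −0.76 on average (fry adjusted p = 0.00343, 4 of 4 lower, 3 called over all genes and 3 when adjusted over the list alone). They were higher under tamoxifen by 0.67 (fry adjusted p = 0.0188; 0.0421 at most when a mouse was left out). *Sema7a* fell from 32.9 ± 1.87 to 17.6 ± 3.53 CPM in disease mice (log2 fold change −0.90, SE 0.14, edgeR adjusted p = 5.97e-04), and *Sema3g* by 1.32 on the log2 scale (SE 0.22, edgeR adjusted p = 8.37e-04). In cohort F the change was −0.28 (fry adjusted p = 0.236). Angiogenesis genes of the midnight blue module changed by −0.52 in disease mice of cohort G (fry adjusted p = 0.0563, 25 of 27 lower) and by −0.05 in those of cohort F (0.757). *Epas1* of this list fell by 0.79 on the log2 scale (SE 0.12, edgeR adjusted p = 4.53e-04) in cohort G. The salmon lists for angiogenesis, axonogenesis and semaphorin-plexin signaling changed by −0.45, −0.44 and −0.38 in disease mice of cohort G (fry adjusted p = 0.134, 0.131 and 0.229) and by 0.56, 0.63 and 0.60 under tamoxifen (0.0716, 0.0636 and 0.0927), none of which passed the test.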

The midnight blue, salmon, light green and grey60 modules were associated with vascularization and/or innervation, with enriched pathways related to angiogenesis and with the development, function, and maintenance of the neuromuscular junction (axonogenesis, synaptic transmission, cell–cell junction, semaphoring-plexin signaling). The green–yellow module was associated with beta oxidation of fatty acids (Figure 3C), and the purple module was associated with histone deacetylation and autophagy (Figure 3D). 

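In disease mice of cohort G, the 12 genes of the fatty acid beta-oxidation term were all lower than in WT mice, with a mean log2 fold change of −0.46 (fry adjusted p = 5.42e-04), 10 of them called over all genes and 10 when adjusted over the list alone. *Etfdh* fell from 263 ± 20.7 to 157 ± 11.2 CPM (SD, n = 4; log2 fold change −0.74, SE 0.09, edgeR adjusted p = 9.95e-05) and *Acadvl* from 585 ± 36.2 to 371 ± 34.8 CPM (log2 fold change −0.66, SE 0.09, edgeR adjusted p = 2.46e-04). The list was lower in WT treated than in WT mice by 0.57 (fry adjusted p = 1.99e-04), where a smaller share of muscle RNA is not excluded. Disease mice showed no further change under tamoxifen (−0.08, fry adjusted p = 0.393). In disease mice of cohort F all 12 genes were slightly higher, by 0.13 on average, which did not pass the test (fry adjusted p = 0.290). The autophagy list of the purple module was lower in disease mice of cohort G by −0.19 on average (fry adjusted p = 0.0188, 17 of 19 genes lower, 4 called over all genes and 5 when adjusted over the list alone), a call lost without WT mouse 3 (0.0566). *Golga2* of this list fell by 0.32 on the log2 scale (SE 0.07, edgeR adjusted p = 0.00673). The autophagy list was lower in WT treated than in WT mice by 0.15 (fry adjusted p = 0.0467), a call lost in 12 of the 16 fits that left out a mouse. The histone deacetylase binding list changed by −0.13 (fry adjusted p = 0.119), and in disease mice of cohort F the lists changed by −0.17 and −0.16 (0.162 for each).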

Overall, these findings underscore multiple pathways linked to muscle structure and function across three murine models of CNM, as well as their modulation through therapeutic intervention.

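The models shared much of their change against WT. Across the 14572 genes tested in each cohort, the log2 fold changes of disease against WT had Pearson's r = 0.593 and Spearman's rho = 0.509 between cohorts F and G, which share no mice; genes are not independent replicates. Of the 381 genes called in cohort F and tested in G, 364 changed in the same direction in cohort G (95.5%), and of the 273 genes called in each, 272 did. *Rrad* is among them, with a log2 fold change of 4.96 in cohort G (SE 0.39, edgeR adjusted p = 5.16e-06), and so is *Sln*, with 4.56 in cohort F (SE 0.62, edgeR adjusted p = 0.0119; 0.0549 at most when a WT mouse was left out). The effects of tamoxifen in diseased mice were less alike, with r = 0.217 and rho = 0.0196 between the cohorts, and r fell to −0.0769 without treated mouse 2 of cohort F. Of the 457 genes called under tamoxifen in cohort F, 330 changed in the same direction in cohort G (72.2%), and the 73 genes called in each all did. Within a model, the effects of disease and of tamoxifen were compared for reversal. In cohort F, 373 of the 388 genes called in disease moved the opposite way under tamoxifen (96.1%), and r was −0.555 across genes. Since both effects share the disease mice, groups simulated without a treatment effect give a negative r by themselves, −0.489 on average (−0.508 to −0.452 over 20 simulations), and with the disease mice divided between the effects r was −0.410 (−0.502 to −0.272 over 6 divisions). When the disease effects were kept and treated mice were simulated like disease mice, 67.3% of as many genes moved the opposite way on average (61.1% to 70.9% over 20 simulations). In cohort G, 2433 of 3382 genes moved the opposite way (71.9%), where such simulations gave 62.5% (59.0% to 65.8%), with r = −0.240, against −0.506 in the simulations of r and −0.0693 with divided mice (−0.164 to 0.0732). The simulations drew each gene by itself, without variation that mice share across genes. Their ranges are therefore too narrow to judge the observed shares. By position of single mice, treated and disease mice of cohort F differed by −0.565 (exact two-sided permutation p = 0.0571). From the terms enriched in modules whose expression followed the traits, the paper concludes that several pathways are tied to muscle structure and function in these models and are changed by the treatments.

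**Figure D2:**
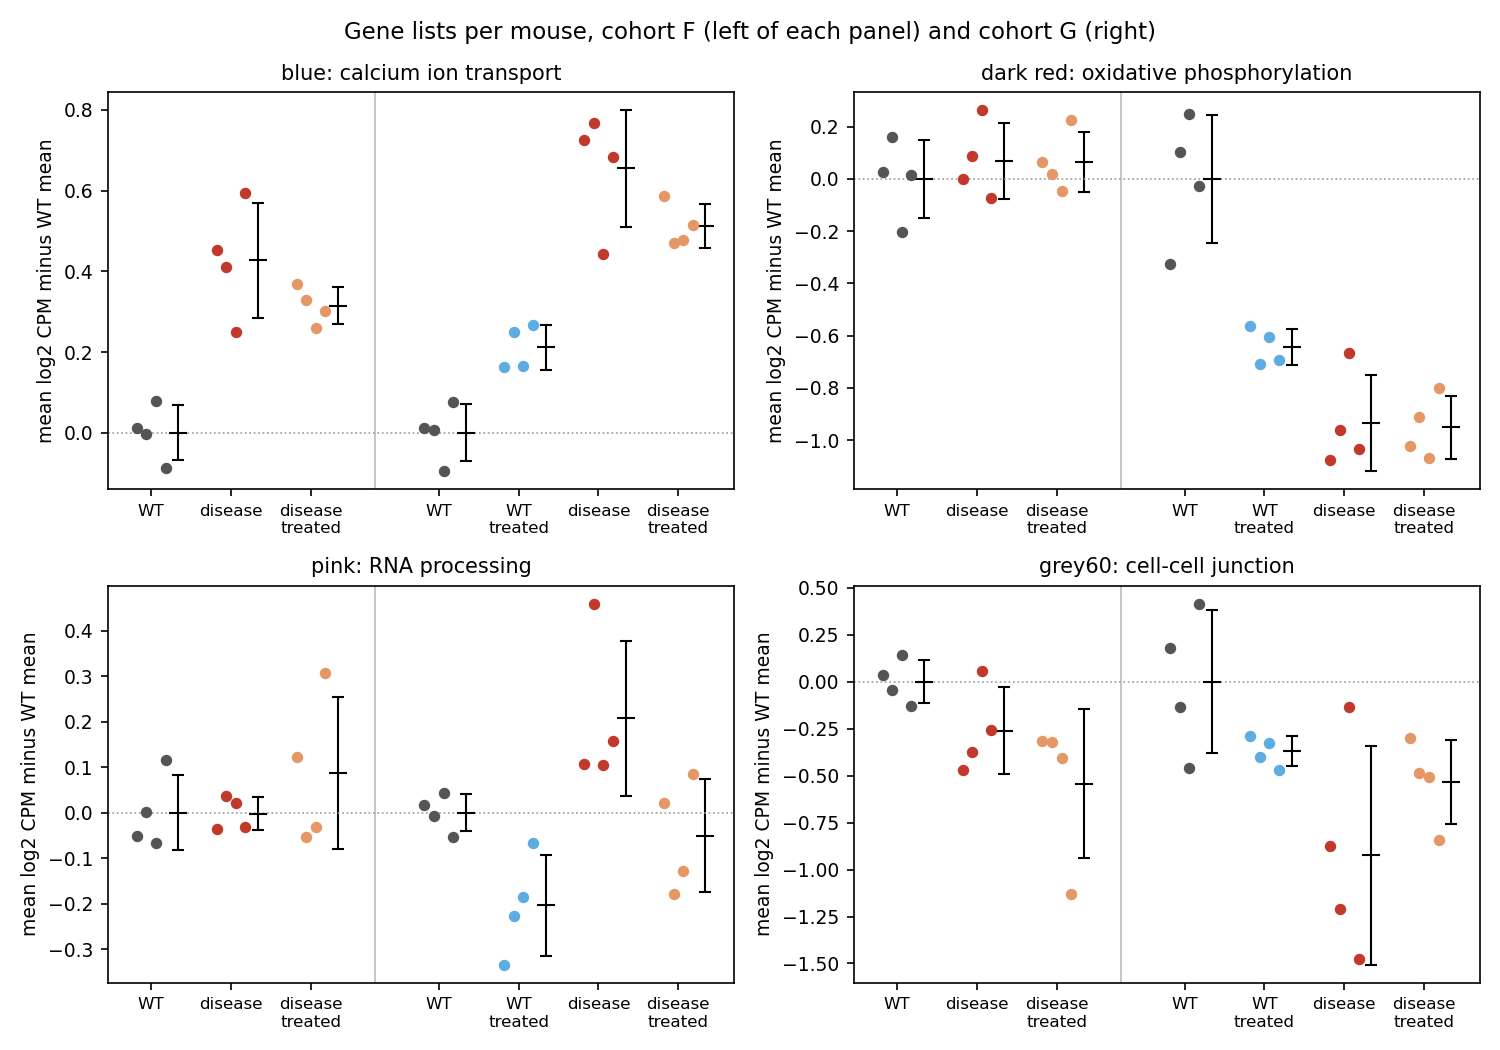
Scores of 4 gene lists (mean log2 CPM of the list minus the WT mean of the same cohort) for each mouse of cohort F (left of each panel) and cohort G (right); points are mice and the bar is the mean ± SD of 4 mice. Dark red genes lie below WT in disease, WT treated and disease treated mice of cohort G, and near WT in cohort F; blue calcium transport genes lie above WT in disease mice of each cohort.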

### 2.2. Multi-Omics Integration in X-Linked CNMs

To investigate the mechanisms implicated in the pathology of XLCNM (also called myotubular myopathy), we integrated experimental omics data (transcriptomics, proteomics, metabolomics) obtained from *Mtm1*^−/y^ mice and their WT littermates with public databases. To integrate these diverse and multiscale data sources, we created a multilayer network composed of a gene multiplex network, a metabolite multiplex network, and three monoplex networks containing phenotypes, metabolic reactions, and tissues (Figure 4, see the methods Section 4 for details). These networks are connected to each other by bipartite networks representing several types of relationships, such as localization, expression, pathway co-membership, or participation in a reaction described in the murine genome-wide metabolic model (Table 2 and Table 3).

To explore the network, random walk with restart (RWR) was performed using the Python package MultiXrank (version 0.3) [15]. This approach simulates a random particle navigating the network. At each step, the particle can either move to a neighboring node or restart its walk from a node that is randomly selected from a user-provided set of seed node(s). RWR output scores were used to rank and identify top-scoring nodes that are closely connected to the seed(s).

#### 2.2.1. Identification and Removal of Nonspecific Hub Nodes with Random Seeding

After performing RWR on the full multilayer network with several sets of seeds, we observed that generic chemicals such as water, H^+^, or ATP were often present in the list of top-scoring metabolites. We hypothesized that these highly connected nodes, or “hubs,” could create artificially shortened paths and be inaccurately ranked among the top-scoring nodes by RWR. To assess the presence of hubs in the multilayer network, we conducted RWR using 1000 random seeds, each representing a randomly selected protein-coding gene. To assess the impact of including experimental data on hubs, RWR was performed on both the full multilayer network and a subset excluding the experimental layers based on transcriptomic, proteomic, and metabolomic data (called “subset” hereafter). For each RWR iteration, the top-scoring genes and metabolites were identified, and the number of occurrences of each node among the top 10, 50, or 100 ranked nodes was calculated (Figure 5).

When considering the top 10 genes, we observed an over-representation of mitochondrial genes using both the full multilayer network and its subset, with 250 to 750 occurrences in the top nodes out of 1000 iterations. Additionally, we observed an over-representation of water, energy-related molecules (ATP, ADP, GTP, and GDP), and several cations (H^+^, Ca^2+^, Mg^2+^) in the top 10 scoring metabolites. When considering the lists of top 50 or top 100 scoring nodes, we observed an increased number of hubs, including genes encoding ribosomal protein large and small subunits, and additional energy-related metabolites such as NADH and FAD. A higher correlation between full multilayer and subset runs can be observed for the genes compared to the metabolites. This indicates that the metabolomic co-expression layer has a higher impact on the network than the transcriptomic and proteomic layers. This may be due to the difference in composition between the gene multiplex network (three layers extracted from public databases, two experimental layers) and the metabolite multiplex network (one layer extracted from a public database, one experimental layer).

Nonetheless, when considering the top 10, 50, or 100 nodes, density plots showed that the vast majority of top-scoring nodes occurred in less than 5% of iterations. Therefore, we considered that genes and metabolites ranked in the top 50 scoring nodes in more than 5% of iterations were nonspecific hub nodes and represented false-positive hits. For the following analyses, nonspecific hub nodes were removed from the multilayer network.

#### 2.2.2. Investigation of the Pathomechanism of XLCNM Using a Multilayer Heterogeneous Network

After removing nonspecific hub nodes from the multilayer network, we explored it using RWR in order to investigate the pathomechanism implicated in XLCNM. To do this, we performed RWR with several sets of seeds and selected the top 20 highest-scoring gene and metabolite nodes.

We sought to identify nodes that may be implicated in several phenotypes observed in XLCNM, such as skeletal muscle atrophy (HP:0003202), muscle weakness (HP:0001324), and centrally nucleated skeletal muscle fibers (HP:0003687). Therefore, we conducted RWR on the multilayer network, using each of these phenotypes and *Mtm1* as joint seeds. We observed a strong overlap among the 20 top-scoring metabolites for these three sets of seeds. Shared hits included inositol (Ins), phosphatidylinositol (PtdIns), and phosphoinostide (PtdIns*P*) related metabolites: Ins, PtdIns pool, PtdIns(4)*P*, PtdIns(3,4)*P*_2_, Ins(1,3,4)*P*_3_, Ins(1,3,4,6)*P*_4_, Ins(1,3,4,5)*P*_4_, and scyllo-Ins(4)*P*. These metabolites are directly linked to the function of *Mtm1*, which encodes myotubularin, a phosphoinositides phosphatase. Other shared top metabolites were ADP, lutein, geranylgeranyl diphosphate (GGPP), arachidonate, and S-adenosylmethionine. By comparison, the overlap was smaller in the 20 top-scoring genes, with only *Mb* (myoglobin) and *Myh7* (which are both highly expressed in slow-twitch oxidative fibers) as common hits for the three seeds. Additionally, *Mtmr12* (encoding a myotubularin-related protein that binds MTM1), *Ckm* (encoding a cytoplasmic enzyme involved in energy homeostasis), *Myl2* (encoding a sarcomeric protein expressed in cardiac muscle and slow-twitch skeletal muscle fibers), *Pten* (encoding a PtdIns(3,4,5)*P*_3_ phosphatase), and *mt-Te* (a mitochondrially encoded tRNA) were common hits for the muscle weakness and skeletal muscle atrophy seeds. Seed-specific top-scoring nodes are detailed in Table 4. Specific top-scoring genes for the three sets of seeds are all implicated in the neuromuscular disorders described in the Muscle Gene Table [16], except for *Pik3r5*, a regulatory subunit of phosphatidylinositol 3-kinases that phosphorylates PtdIns to PtdIns3*P*, as well as *Mtmr14,* which encodes a myotubularin-related protein, and *Myf6*, a myogenic factor. Overall, by using a multilayer heterogeneous network and RWR analysis, this study identified hypothetical metabolites and genes linked to *Mtm1* function and XLCNM phenotypes, shedding light on shared and phenotype-specific molecular mechanisms.

## 3. Discussion

This study provides a comprehensive molecular perspective common to several forms of centronuclear myopathies by integrating transcriptomic data with phenotypic profiles obtained from several murine models of CNM treated with various therapeutic approaches. XLCNM was further investigated by integrating multi-omics data with publicly available biological knowledge. These findings contribute to a more detailed understanding of the molecular landscape of CNM and suggest new directions for targeted therapeutic interventions. The limitations of our study include the use of average group values for phenotypic traits instead of individual data points, which may mask subtle within-group variations. Additionally, while murine models provide valuable insights, they may not fully recapitulate human CNM pathology, especially concerning the distribution of muscle fiber types and genetic background diversity. Future studies should seek to verify these findings in human tissues or in vitro models to confirm the translatability of our results.

### 3.1. Gene Co-Expression Modules and Phenotype Correlation

Employing WGCNA facilitated the identification of gene modules linked to CNM phenotypes, highlighting both pathogenic and beneficial molecular processes relevant to muscle function and structure. Notably, beneficial modules were enriched for genes involved in apoptosis regulation, calcium ion transport and muscle contraction, oxidative phosphorylation, and RNA processing, which are essential for maintaining muscle cell integrity and function. The enrichment of genes in these modules may underpin molecular mechanisms promoting muscle resilience in response to CNM-related stressors. Conversely, pathogenic modules were linked to immune system processes and structural disruptions in the muscle tissue, such as defects in vascularization and innervation. These insights align with recent findings of immune cells infiltration in CNM-affected murine muscle [3] and reports of neuromuscular junction defects in CNM patients and animal models [17,18,19]. However, vascularization defects have yet to be reported in CNM and may represent an intriguing area for future research to uncover their potential role in disease pathology. In terms of energy metabolism, one pathogenic module was enriched in genes linked to fatty acid oxidation. Excessive fatty acid oxidation has been linked to skeletal muscle atrophy in cancer cachexia, and dietary supplementation with nicotinamide or lipids has been shown to improve muscle health in this context [20,21]. This finding suggests the possibility of using dietary interventions, such as high-fat diets, as adjunctive therapies to augment muscular resilience in CNMs.

### 3.2. Implications of Multi-Omics Integration and Network Exploration

Our methodological framework represents an advance for CNM research, as previous analyses relied mainly on differential expression or single-omics comparisons. By integrating transcriptomic, proteomic, and metabolomic data into a multilayer network that also incorporates curated interactions, metabolic models, HPO relationships, and tissue specificity, our study provides the first cross-scale systems view of CNM pathogenesis. This integrative strategy captures relationships that are not detectable in single-layer datasets and allows the discovery of metabolites or genes that emerge from the network topology rather than from differential abundance alone. The multilayer network, comprising genes, metabolites, reactions, phenotypes, and tissue multiplex networks, facilitated the ranking of key metabolites and genes connected to XLCNM phenotypes, including muscle atrophy, muscle weakness, and abnormal nuclear centralization in muscle fibers. The presence of *Myh7* and *Mb* (which are highly expressed in oxidative fibers) in the top-ranking genes suggests a heightened role of oxidative metabolism in XLCNM pathology, aligning with the WGCNA results on several CNM models discussed above. The emergence of inositol and phosphoinositide metabolites as top-ranked hits across multiple XLCNM phenotypes is consistent with the function of myotubularin, the protein encoded by *Mtm1*, but provides limited new insights into the disease. This finding differs from mechanisms already known in other myopathies and highlight the inositol and phosphoinositide pathway as a CNM-specific finding. On the other hand, other top-scoring metabolites may provide novel therapeutic opportunities to improve muscle phenotype. Indeed, dietary lutein has been associated with a reduction in oxidative stress and inflammation in rats, increased muscle fiber diameter in chickens, and may act through downregulation of *MSTN*, which is a negative regulator of muscle growth that is dysregulated in several myopathies. Several CNM models exhibit downregulation of *MSTN*, potentially reflecting a compensatory effort to limit muscle atrophy [3,22,23]. However, this *MSTN* downregulation may limit the potentially therapeutic benefits of further MSTN inhibition [24,25]. GGPP depletion has also been shown to regulate *MSTN* and cause skeletal muscle atrophy in mice, and mutations in *GGPS1*, encoding a GGPP synthase, have been linked to congenital myopathies [26,27]. Additionally, GGPP depletion has been linked to apoptosis and the reduction in the expression, localization, and GTP-binding ability of the Rho-GTPase RAC1 in cell studies [28]. This metabolite may thus represent a marker directly linked to CNM as RAC1 plays a role in recruiting MTM1 to plasma membrane ruffles, which are membrane protrusions implicated in actin cytoskeleton remodeling [29]. Finally, an increase in S-adenosylmethionine through a betain-supplemented diet has been shown to delay age-related muscle loss by promoting protein synthesis [30].

### 3.3. Study Limitations

The functional relevance of the identified metabolites would require experimental validation before they can be used as biomarkers or therapies. Also, as the results were obtained from in-house omics data and general databases knowledge, and as public datasets of omics data related to CNM are currently lacking, we could not proceed to an independent validation.

## 4. Materials and Methods

### 4.1. Transcriptomic Data

Bulk RNA-sequencing datasets from various mouse models were retrieved from previously published studies and are available online at NCBI’s GEO through the GEO Series accession number GSE160084 [3]. Additionally, the transcriptomic characterization of tamoxifen-treated *Dnm2*^S619L/+^ and *Bin1*^mck−/−^ mice described in [11] have been deposited on NCBI’s GEO and are accessible through GEO Series accession number GSE282489. All studies were performed in tibialis anterior (TA) muscle. Detailed information about each cohort is available in Table 1.

### 4.2. Proteomic Data

Proteomic profiling of cohort A was retrieved from a previous study, and the data are available in the PRIDE repository under the identifier PXD021765 [3].

### 4.3. Metabolomic Data

Metabolomic profiling of quadriceps muscles from 5-week-old *Mtm1*^−/y^ and WT mice was carried out by Metabolon (Morrisville, NC, USA). Briefly, 50–130 mg of muscle and 150–300 μL of serum were flash-frozen and sent to Metabolon. Samples were prepared using the automated MicroLab STAR^®^ system from Hamilton Company (Reno, NV, USA). Ultrahigh-performance liquid chromatography–tandem mass spectroscopy (UPLC–MS/MS) was carried out with a Waters ACQUITY (Waters, Milford, MA, USA) ultra-performance liquid chromatography (UPLC) and a Thermo Scientific Q-Exactive (Thermo Scientific, Waltham, MA, USA) high resolution/accurate mass spectrometer interfaced with a heated electrospray ionization (HESI-II) source and Orbitrap mass analyzer operated at 35,000 mass resolution. Raw data were extracted, peak-identified, and QC processed using Metabolon’s hardware and software. Peaks were quantified using the area under the curve.

### 4.4. Weighed Gene Correlation Network Analysis

WGCNA was carried out using the bulk RNA-seq data from the 7 cohorts (Table 1). To construct the weighed gene correlation networks, genes with more than 10 reads in at least 90% of all samples were considered. Gene expression normalization was performed with DESeq2 [31]. The gene correlation network was built with the WGCNA R package (version 1.72-5) [9]. Briefly, the adjacency matrices were computed with a soft power value of 12. Topological overlap dissimilarity matrices were computed and used to perform hierarchical clustering of the genes. Gene modules were determined with dynamic tree cut and close modules (dissimilarity < 0.25) were merged. Module–trait Pearson correlations were computed, and the associated *p*-values were determined with Student’s *t*-test and adjusted with Bonferroni correction based on the number of traits.

### 4.5. Multi-Omics Integration with Knowledge from Public Databases

#### 4.5.1. Biological Network Construction

The composition of the multiplex-heterogeneous biological network used to integrate transcriptomic, proteomic, and metabolomic data with publicly available knowledge is detailed below. The full network contains five multiplex networks (one or more layers connecting one type of node) and bipartite networks encoding links between the different multiplex networks. Unless specified otherwise, the layers are unweighted and undirected.

#### 4.5.2. Description of the Multiplex Networks (Table 2)

- The first network is a gene multiplex network composed of five layers, each encoding different gene–gene interactions. Three layers were constructed based on publicly available knowledge: protein–protein interactions (PPIs) extracted from the STRING database (experimental confidence score > 700), molecular complex co-membership extracted from the CORUM database, and pathway co-membership extracted from the Reactome database [32,33,34]. The remaining two weighted layers were constructed with WGCNA of bulk transcriptomic and proteomic datasets from WT and *Mtm1*^−/y^ mice. For the transcriptomic layer, samples of cohorts (A–C) were used. After gene expression normalization and batch effect correction with DESeq2 and limma [35], the topological overlap matrix was computed using a soft power of 10, and edges with an adjacency > 0.15 were exported. The proteomic layer was built similarly. The wrMisc (version 1.15.4) and wrProteo (version 1.13.3) R packages were used to normalize and to impute missing data with default parameters. Then, the topological overlap matrix was computed using a soft power of 12, and edges with an adjacency > 0.25 were exported.
- The second network is a metabolite multiplex network, composed of two layers, with one layer encoding pathway co-membership extracted from the Reactome database, and one weighted layer built with WGCNA from metabolomics data (WT and *Mtm1*^−/y^ samples, soft power = 5, adjacency > 0.05).
- The third network is a directed monoplex network containing phenotypes described in the Human Phenotype Ontology (HPO) [36]. Directed edges linking HPO terms to their parents were retrieved using custom SPARQL queries on the OWL file provided by the HPO and loaded in Apache Foundation’s JENA suite (v4.7.0) (Supplementary Information S1).
- The fourth network is a monoplex network containing the reactions described in the mouse genome-scale metabolic model (Mouse-GEM) [37]. Reactions belonging to the same subsystem (sharing a similar metabolic function) are linked together.
- The fifth network is a monoplex network containing tissues found in the Genotype-Tissue Expression project (GTEx) [38] and is linked to other multiplexes through bipartite networks.
- Description of the bipartite networks (Table 3):
- The first network is a weighted gene–tissue bipartite network extracted from the GTEx project. This bipartite network links genes to the tissues in which they are expressed. Median transcript per million (TPM) values were used as edge weights, only keeping edges with TPM > 5.
- The next network is a gene–metabolite bipartite network extracted from Reactome, based on pathway co-membership [34].
- The next network is a metabolite–tissue bipartite network extracted from the Human Metabolome Database (HMDB), linking metabolites to the tissues in which they have been detected [39].
- The three bipartite networks extracted from the Mouse-GEM are as follows: two directed networks linking metabolites to reactions (reactants to reaction and reaction to products), and one network linking genes to the reactions in which the proteins they encode are implicated [37].
- The two bipartite networks extracted from the HPO are as follows: one network linking phenotypes to the genes associated with diseases in which the phenotype can be observed, and one network linking phenotypes to the tissues they affect. The second network was obtained using custom SPARQL queries on the OWL file provided by the HPO and loaded in Apache Foundation’s JENA suite (v4.7.0) (Supplementary Information S1).

### 4.6. Heterogeneous Multiplex Exploration

The heterogeneous multiplex was explored with random walk with restart (RWR) using the Python package MultiXrank [15] with global restart probability r = 0.7 and uniform inter-layers jump, layer restart, inter-multiplex networks jump, and multiplex network restart probabilities. In practice, this means that all layers had the same weight within each multiplex network, and that all multiplex networks had the same weight within the multilayer network.

### 4.7. Metabolite ID Mapping

To combine experimental metabolomic data, metabolite information extracted from the Mouse-GEM, Reactome, and HMDB, metabolites were mapped to their PubChem ID if possible. Metabolite ID mapping was performed programmatically by sending custom REST queries to the PubChem Identifier Exchange Service using cross-reference IDs as input. For the metabolomics data, mapping was performed based on cross-references (PubChem, HMDB, KEGG) and INCHI keys provided by Metabolon. For the Mouse-GEM data, cross-references provided with the GEM were combined with RECON3D [40] and MetaNetX [41] information to obtain ChEMBL, BioCyc, ChemSpider, KEGG, HMDB, LipidMaps, ChEBI cross-reference IDs and map them to PubChem IDs. If ID mapping was unsuccessful, original IDs were kept. For the Reactome database, mapping was performed on ChEBI IDs, and unmapped metabolites were discarded.

### 4.8. Network Visualization

Cytoscape (version 3.10.2) was used to visualize networks and sub-networks [42].

### 4.9. Enrichment Analyses

GO term enrichment analysis was performed with the R package ClusterProfiler (version 4.2.2), and enriched GO terms were clustered based on their semantic similarity [43,44].

## 5. Conclusions

This study underscores the value of multi-omics integration and network analysis for uncovering novel aspects of centronuclear myopathy pathogenesis. By linking gene expression modules to phenotypic traits, we identified both protective (as muscle contraction, RNA metabolism, and oxidative phosphorylation) and pathogenic molecular processes (i.e., immune response, innervation, vascularization, and fatty acid oxidation). In the *Mtm1*^−/y^ mouse model, multilayer network exploration highlighted not only phosphoinositide metabolism but also candidate metabolites such as lutein, geranylgeranyl diphosphate, and S-adenosylmethionine, which may represent avenues for dietary or pharmacological interventions. Collectively, these findings expand the molecular landscape of CNMs and provide prioritized targets for translational studies aimed at developing innovative therapeutic strategies.

## Figures and Tables

**Figure 1:**
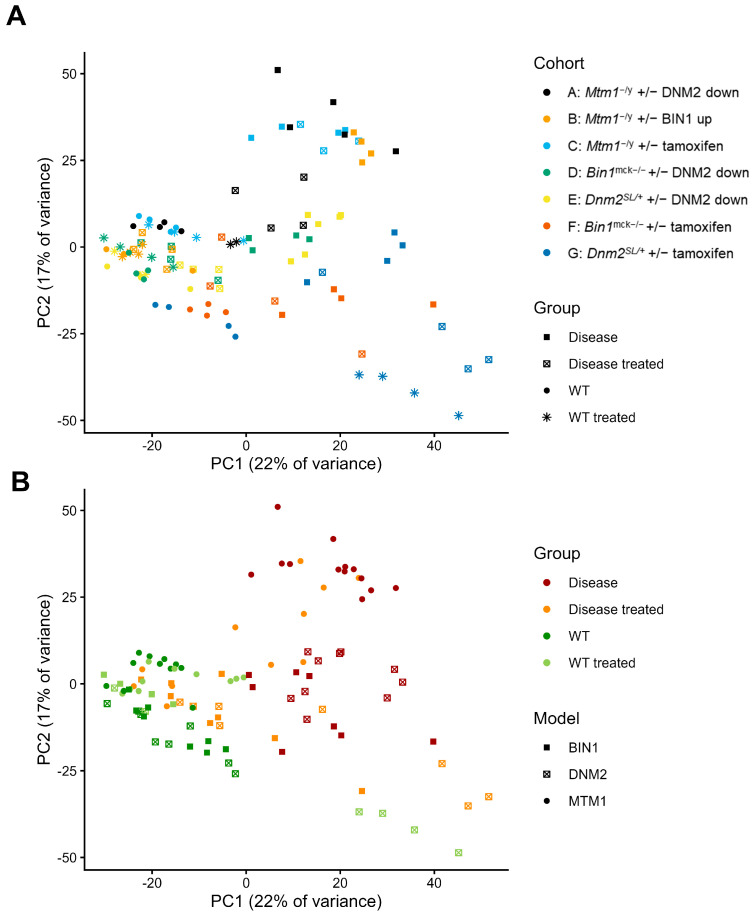
Principal Component Analysis of gene expression in the samples used for WGCNA. (**A**) Shapes represent the experimental groups, while colors represent cohorts. Cohort A: *Mtm1*^−/y^ mice treated by genetic cross with *Dnm2*^+/−^ mice. Cohort B: *Mtm1*^−/y^ mice treated by genetic cross with *TgBIN1* mice. Cohort C: *Mtm1*^−/y^ mice treated with tamoxifen. Cohort D: *Bin1*^mck−/−^ mice treated with antisense oligonucleotide (ASO) *Dnm2.* Cohort E: *Dnm2^SL/+^* mice treated with antisense oligonucleotide (ASO) *Dnm2.* Cohort F: *Bin1*^mck−/−^ mice treated with tamoxifen. Cohort G: *Dnm2^SL/+^* mice treated with tamoxifen. (**B**) Shapes represent the CNM model of the cohort, while colors represent the experimental groups.

**Figure 2:**
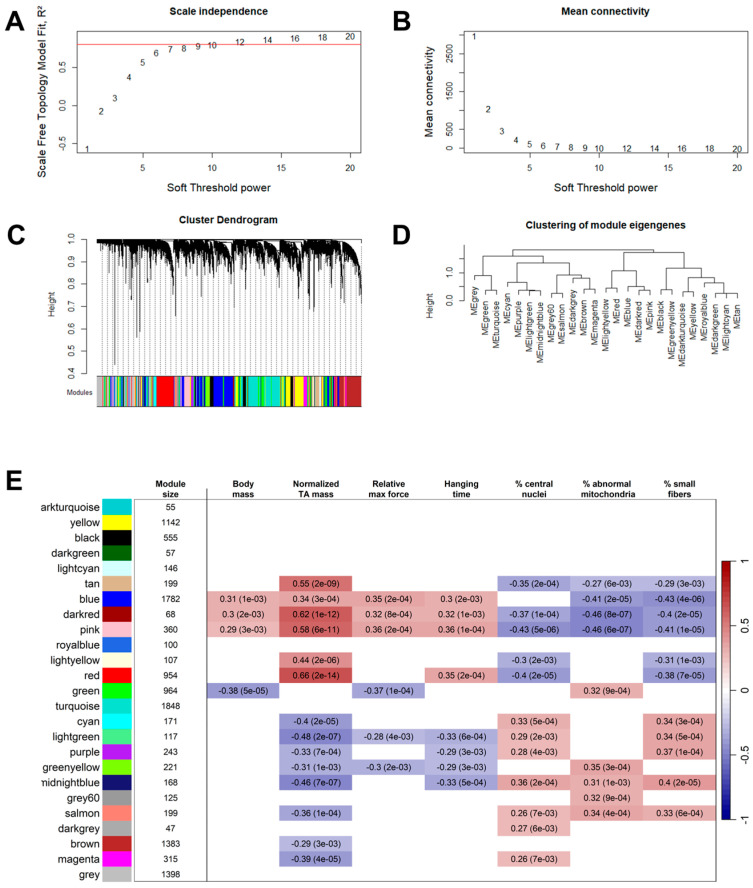
WGCNA module–trait correlation heatmap. (**A**) Scale independence of the network (red line: R^2^ = 0.8). (**B**) Mean connectivity of the network. (**C**) Dendrogram of the network and modules. (**D**) Hierarchical clustering of the modules eigengenes. (**E**) Rows correspond to modules (designated by color names) and columns to phenotypic traits. The “grey” module contains genes unassigned to any module. Purple cells indicate a positive correlation between gene expression within a module and quantitative phenotypic traits, while green cells represent a negative correlation. Only statistically significant correlations (Bonferroni-adjusted *p*-value < 0.05) are shown. For each significant module–trait pair, the Pearson correlation coefficient and Bonferroni-adjusted *p*-value (in parenthesis) are indicated.

**Figure 3:**
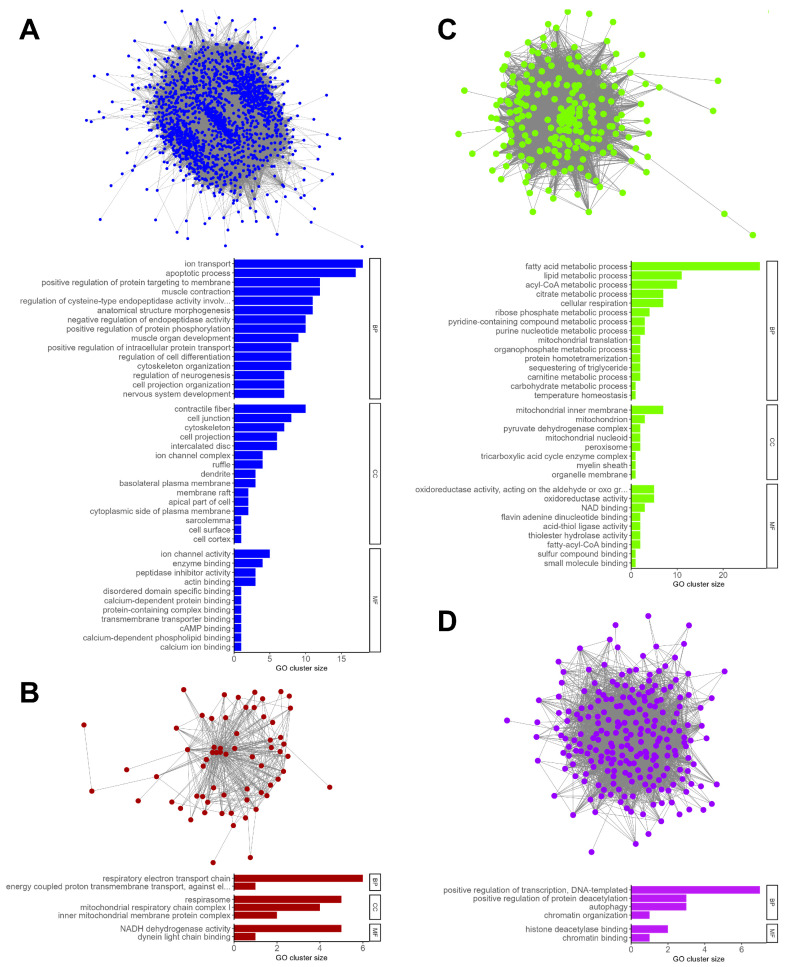
Visualization and GO term over-representation analysis of selected WGCNA modules. Enrichment analysis of beneficial (**A**) blue module (calcium ion transport and muscle development and contraction) and (**B**) dark red module (oxidative phosphorylation), and pathogenic (**C**) green–yellow module (beta oxidation of fatty acids) and (**D**) purple module (histone deacetylation and autophagy). Long GO terms were truncated for visualization purposes in panels (**A**) “regulation of cysteine-type endopeptidase activity involved in apoptotic process”, (**B**) “oxidoreductase activity, acting on the aldehyde or oxo group of donors, NAD or NADP as acceptor”, and (**C**) “energy coupled proton transmembrane transport, against electrochemical gradient”.

**Figure 4:**
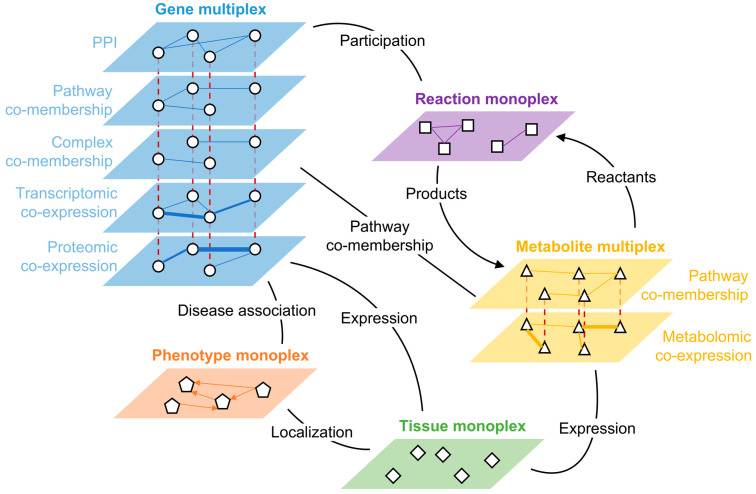
Schematic representation of the multilayer network for X-linked CNM. Each multiplex network contains a single type of node and they are connected to each other within each layer (continuous lines) and connected to themselves across layers (red dashed lines). The bipartite networks linking the multiplex networks to each other are schematized as black lines. Arrows indicate edge directionality, and line width indicates edge weight. PPI: protein–protein interaction. The construction and content of the multilayer network is detailed in methods (see the subsection “Multi-omics integration with knowledge from public databases”).

**Figure 5:**
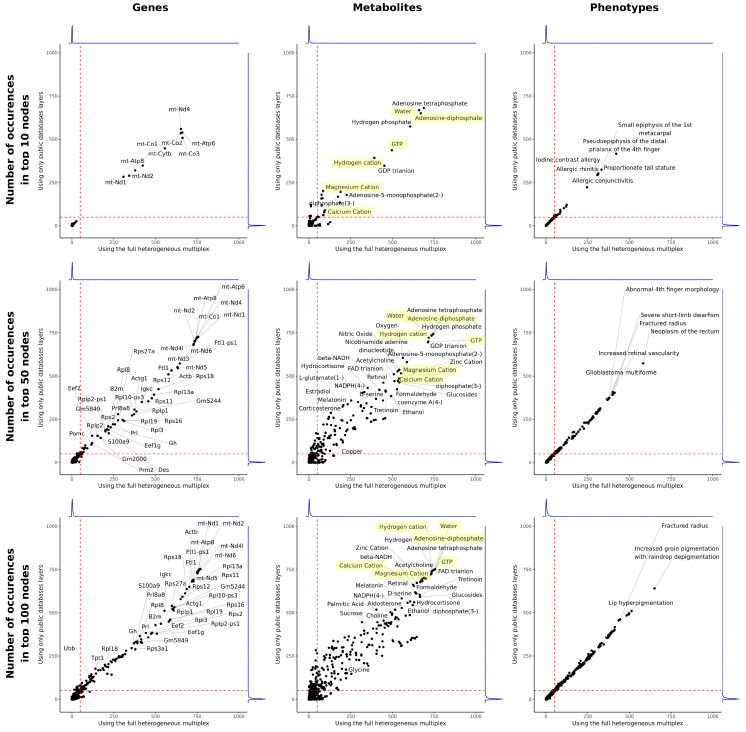
Number of occurrences of top-scoring nodes for 1000 RWR with random seeds. A total of 1000 seeds were created by sampling a random protein-coding gene of the mouse genome. For each random seed, RWR was carried out on the full multilayer network and on a subset of the network without experimental layers. The lists of the top 10, 50, and 100 scoring genes, metabolites and phenotypes were determined for each run. Nodes are plotted according to the number of times they occur in the top-scoring lists, with the full multilayer network running on the x-axis and the multilayer subset running on the y-axis. Red dashed lines indicate 5% of the total number of runs. Blue lines show the densities of points along each axis. Examples of key hub nodes are highlighted in yellow.

**Table 1:** Overview of the transcriptomic cohorts used for WGCNA.

Cohort	Mouse Model	Model Severity	Therapeutic Approach	Therapeutic Effect	Age (Weeks)	Genetic Background	*n*	Original Phenotypic Study	Original RNA-Seq Study
A	*Mtm1* ^−/y^	Severe	* *Dnm2*^+/−^	Complete rescue	7	50% 129 Pas, 50% C57BL/6N	17	[12]	[3]
B			* Tg*BIN1*	Complete rescue	7	129 Pas	15	[13]	
C			Tamoxifen	Partial	7	129 Pas	14	[14]	
D	*Bin1* ^mck−/−^	Mild	ASO *Dnm2*	Partial rescue	7	C57BL/6N	16	[5]	
E	*Dnm2* ^S619L/+^	Intermediate	ASO *Dnm2*	Complete rescue	7	C57BL/6N	16	[6]	
F	*Bin1* ^mck−/−^	Mild	Tamoxifen	Partial rescue	8	C57BL/6N	12	[11]	This study
G	*Dnm2* ^S619L/+^	Intermediate	Tamoxifen	Partial rescue	8	C57BL/6N	16		[11]

* = genetic crossing, *n* = total number of samples, ASO = antisense oligonucleotide.

**Table 2:** Description of the multiplex networks present in the multilayer network.

Multiplex Network	Layer	Number of Nodes	Number of Edges	Density	Weighted	Directed
Genes	PPI (Protein–protein interaction)	5521	34,668	0.003	No	No
	Complex co-membership	4893	47,802	0.005	No	No
	Pathway co-membership	9063	674,975	0.017	No	No
	Gene co-expression	5222	879,879	0.065	Yes	No
	Protein co-expression	2046	695,171	0.358	Yes	No
Metabolites	Pathway co-membership	1604	20,590	0.017	No	No
	Metabolite co-expression	831	115,171	0.334	Yes	No
Reactions		12,987	10,557,827	0.125	No	Yes
Phenotypes		10,093	16,791	<0.001	No	Yes
Tissues		30	0			

Density: number of actual edges divided by the number of potential edges of a network. Weighted: whether the edges between nodes are weighted. A higher weight indicates a stronger connection; if the network is not weighted, all edges have a weight of 1. Directed: whether the edges are directed. If the network is not directed, edges go in both directions.

**Table 3:** Description of the bipartite networks present in the multilayer network.

Bipartite Network	Number of Nodes	Number of Edges	Density	Weighted	Directed
Genes—metabolites	6062	69,470	0.004	No	No
Genes—reactions	10,115	22,788	0.004	No	No
Metabolites—reactions	15,047	18,867	<0.001	No	Yes
Reactions—metabolites	13,460	18,064	<0.001	No	Yes
Genes—tissues	16,683	533,921	0.002	Yes	No
Genes—phenotypes	15,134	262,415	0.002	No	No
Metabolites—tissues	3384	6425	0.001	No	No
Phenotypes—tissues	3926	4569	0.001	No	No

Density: number of actual edges divided by the number of potential edges of a network. Weighted: whether the edges between nodes are weighted. A higher weight indicates a stronger connection; if the network is not weighted, all edges have a weight of 1. Directed: whether the edges are directed. If the network is not directed, edges go in both directions.

**Table 4:** Specific top-scoring genes and metabolites using *Mtm1* and several XLCNM phenotypes as seeds.

Seeds	Genes	Metabolites
*Mtm1* HP:0003202 (skeletal muscle atrophy)	*Trpv4* *Capn3* *Lmna* *Neb* *Ryr1* *Pomt2* *Fkrp* *Crppa* *Tnnt1* *Fktn* *Inpp5k* *Pomt1*	Dexamethasone Diacetyl Epitestosterone Oxytocin
*Mtm1* HP:0001324 (muscle weakness)	*Fhl1* *Tnnc2* *Klhl41* *Chrna1* *Itga7* *Col6a1* *Col6a2* *Scn4a* *Col12a1* *Hnrnpa2b1* *Col13a1* *Pik3r5*	9-O-acetylneuraminic acid Einecs 307-780-4 (2s)-1-(Alpha-D-Glucopyranosyloxy)-3-(Hexadecanoyloxy)propan-2-Yl (11z)-Octadec-11-Enoate 1-O-(alpha-D-galactopyranuronosyl)-N-tetradecanoyldihydrosphingosine
*Mtm1* HP:0003687 (centrally nucleated skeletal muscle fibers)	*Mtmr14* *Myot* *Hnrnpa1l2-ps2* *Hnrnpa1* *Selenon* *Pyroxd1* *Adgrg6* *Bves* *Ccdc78* *Syne1* *Sil1* *Matr3* *Unc45b* *Fxr1* *Orai1* *Tpm3* *Myf6*	Thromboxane A2 Tetrahydrobiopterin Uric Acid 9-Anthroic acid Naadp Niflumic acid Aspirin Diacetyl

## Data Availability

All relevant data are included in the paper and the Supplementary Information Files. The Supplementary Information Files and the code used to produce the results were deposited on Zenodo at https://doi.org/10.5281/zenodo.14225124.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms262311572/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

CNMs	Centronuclear and myotubular myopathies
WGCNA	Weighted Gene Correlation Network Analysis

# Supplementary material for: Integrative Multi-Omics and Network Analyses Reveal Pathogenic and Protective Pathways in Centronuclear Myopathies
**Source:** Int J Mol Sci. 2025 Nov 28;26(23):11572. doi: 10.3390/ijms262311572
**Supplement:** Supplementary file 1

**HPO term to parent SPARQL query:**

```
PREFIX xsd: <http://www.w3.org/2001/XMLSchema#>
PREFIX rdf: <http://www.w3.org/1999/02/22-rdf-syntax-ns#>
PREFIX rdfs: <http://www.w3.org/2000/01/rdf-schema#>
PREFIX GO: <http://www.geneontology.org/formats/oboInOwl#>
SELECT DISTINCT ?term_ID ?term_label ?parent_ID ?parent_label WHERE {
  ?root GO:id "HP:0000001"^^xsd:string .
  ?term rdfs:subClassOf ?parent ;
    rdfs:subClassOf* ?root ;
    rdfs:label ?term_label ;
    GO:id ?term_ID .
  ?parent rdfs:label ?parent_label ;
    GO:id ?parent_ID
}
```

**HPO term to tissue SPARQL query:**

```
PREFIX xsd: <http://www.w3.org/2001/XMLSchema#>
PREFIX owl: <http://www.w3.org/2002/07/owl#>
PREFIX rdf: <http://www.w3.org/1999/02/22-rdf-syntax-ns#>
PREFIX rdfs: <http://www.w3.org/2000/01/rdf-schema#>
PREFIX GO: <http://www.geneontology.org/formats/oboInOwl#>
PREFIX obo: <http://purl.obolibrary.org/obo/>

SELECT DISTINCT ?hpo_id ?label ?class_id ?class_label WHERE {
  VALUES ?class_id {"HP:0009124"^^xsd:string "HP:0000834"^^xsd:string "HP:0012443"^^xsd:string
"HP:0004297"^^xsd:string "HP:0000014"^^xsd:string "HP:0001871"^^xsd:string
"HP:0005561"^^xsd:string "HP:0002763"^^xsd:string "HP:0000951"^^xsd:string
"HP:0000478"^^xsd:string "HP:0005264"^^xsd:string "HP:0001627"^^xsd:string
"HP:0002242"^^xsd:string "HP:0000077"^^xsd:string "HP:0001392"^^xsd:string
"HP:0002088"^^xsd:string "HP:0000137"^^xsd:string "HP:0001732"^^xsd:string
"HP:0000828"^^xsd:string "HP:0001194"^^xsd:string "HP:0008775"^^xsd:string
"HP:0011805"^^xsd:string "HP:0030935"^^xsd:string "HP:0001743"^^xsd:string
"HP:0000035"^^xsd:string "HP:0000820"^^xsd:string "HP:0003110"^^xsd:string
"HP:0002597"^^xsd:string "HP:0002031"^^xsd:string "HP:0000769"^^xsd:string
"HP:0002577"^^xsd:string}
  ?term GO:id ?hpo_id ;
    rdfs:label ?label ;
    rdfs:subClassOf+ ?class .
  ?class GO:id ?class_id;
    rdfs:label ?class_label .
}
```

How the deposited data were processed for this re-analysis (not part of the article)

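RNA-seq counts of TA muscle from 28 mice in 7 groups of 4 were used: WT, disease and disease treated mice of cohort F (*Bin1* mck-/-), and WT, WT treated, disease and disease treated mice of cohort G (*Dnm2* S619L/+). The treatment is tamoxifen in each cohort. The other cohorts of the paper were not analysed here. Groups and replicate numbers were taken from the sample labels and from the paper's description of the cohorts. The labels do not give the sex of the mice.

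The authors deposited whole-number counts of reads per Ensembl gene, without normalization. The libraries were strand-specific and made from polyadenylated RNA. The paper's text does not name the aligner, the counting tool or the genome build for these cohorts. The table of cohort F contains 4 lines that name no gene, with a median of 23.9% of all counts, and these stayed out of library sizes and tests. Every column of counts belonged to 1 mouse. Identifiers were named with the GENCODE M21 annotation, which held 52083 of the 55359 identifiers of cohort F and of the 55416 of cohort G. No coordinates were used. Reads of mitochondrial genes, interferon-inducible GTPases, MHC genes and osteocalcin genes can be shared with near-identical copies.

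Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, its default filter on low counts and the robust quasi-likelihood test. All mice of a cohort were fitted together and each cohort by itself, since the cohorts differ in library protocol. Log2 CPM values use a prior count of 2. Log2 fold changes are those of the edgeR fit with its default prior count, so those over levels near the floor are little damped. Benjamini-Hochberg adjusted p under 0.05 was the threshold. PCA was computed on variance-stabilized counts from DESeq2 1.42.0, without scaling, over genes with more than 10 reads in at least 90% of the mice, as in the paper's filter. Group means of PC1, of the position between WT and disease, and of the mitochondrial share of counts were compared with exact two-sided permutation tests, whose smallest p is 0.0286 for 4 mice against 4. For 3 mice against 4 the smallest is also 0.0286 and the next 0.0571.

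Gene lists came from the GO terms that the paper gives for its modules in Supplementary Information S3 (21 lists), with lists of immune cells, denervation and regeneration, slow fibers, fast fibers, erythrocytes, adipocytes and sex-linked genes. They were tested with fry of limma 3.58.1 in 5 comparisons. The 140 p-values were adjusted together. Further lists, of the nuclear respiratory chain, osteoblasts and osteocytes, neutrophils and marrow, cartilage, tendon and the interferon response, serve the closing observations. Scores of the 28 lists were related to the paper's group averages of 7 traits (Supplementary Information S2) with exact permutation tests over the 7 groups. Correlations of log2 fold changes across genes were set beside 20 simulations of unchanged groups where comparisons share mice. For the share of genes that moved back, the simulations kept the disease effects, drew treated mice like disease mice, and took as many genes as were called in order of limma's p. All these simulations drew genes independently, so their ranges leave out variation shared across genes. The genes named are those that the paper names for these models, the 5 with the largest rise and the 5 with the largest fall in each comparison among called genes with a mean log2 CPM above 1 and no overlap between the groups, the 3 members of each list with the smallest p, and the members of the lists of markers. Genes outside this rule are named as such.

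The tests were run first on counts simulated from these mice with 200 genes changed. Under tamoxifen in disease mice, edgeR recovered 88.8% of 4-fold and 56.4% of 2-fold changes in cohort G, with 3.82% unchanged genes among those called, and 87.2%, 54.5% and 6.96% in cohort F. DESeq2 called a larger share of unchanged genes, 12.8% to 16.8%. Depth per group is given with the data. Mice of a group differed by more than counting error, with a chi-square per gene of at least 15.6 for every pair, so no pair was treated as 1 library.

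The alternatives were DESeq2, RLE normalization, no filter on low counts, the paper's filter, only the groups compared, the replicate number as a block, camera and exact permutation tests for lists, log2 CPM or the 500 most variable genes for PCA, and leaving out each mouse. Added after the counts were seen were *Xist* as a covariate, libraries thinned to the smallest, and library sizes without mitochondrial reads. Module eigengenes were not computed, since membership of single genes in modules was not analysed here, and no list was drawn for the brown module.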

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

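The tests of the difference between the cohorts, the fits with *Xist* as a covariate or with thinned libraries or without mitochondrial reads, the numbers of *Xist*-expressing mice, and the level of *Flrt1* in single mice were chosen only after the result was seen.

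In groups of 4 mice, 33 measures were compared within each of the 7 groups, and in 12 of the 231 sets 1 mouse lay farther from the other mice than Dixon's critical value allows. Chance gives about 1 in 20, that is 11.55 of these sets. Disease treated mouse 4 of cohort G was low for the grey60 angiogenesis list (4.50 mean log2 CPM), the salmon angiogenesis list (3.68) and the salmon axonogenesis list (3.48). Disease treated mouse 4 of cohort F was low for the grey60 lists for angiogenesis (4.02) and cell-cell junction (3.54). In cohort F, disease treated mouse 3 was low for the blue muscle development list (4.54), disease treated mouse 2 had a low share of counts in its 10 most abundant genes (22.1%), and WT mouse 7 had a low mitochondrial share (7.86%). In cohort G, disease treated mouse 2 had a high mitochondrial share (16.5%), disease mouse 2 was high for the pink RNA processing list (4.49), WT mouse 4 was low for the fast fiber list (13.4), and disease mouse 1 had the deepest library of its group (41940004 counts). The number of such mice is near that given by chance, and no biological explanation was tested for single mice.

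Disease treated mouse 4 of cohort G also had low levels of the bone genes that rose in the other treated mice of its group, with 9.73 CPM of *Tnn* against 158.5 to 416, 13.5 of *Mmp13* against 460.2 to 1046 and 2.47 of *Ibsp* against 87.1 to 289. An untreated mouse carrying the label of a treated one would have a low level of *Flrt1*, which was 0.386 to 2.18 CPM in untreated mice and 21.3 to 103 in treated mice of the 2 cohorts. This mouse had 45.5 CPM, which argues against that label being wrong. The count of genes changed by tamoxifen in cohort G was 2562 without it. Whether the dose this mouse took up or the tissue sampled differed was not tested.

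Most genes that tamoxifen changed in disease mice of cohort G changed in the same direction in WT mice (1189 of 1277), and its effect differed between disease and WT mice for 40 genes (5 higher and 35 lower in disease mice; 2089 at an unadjusted p under 0.05; edgeR interaction term). Among them, chosen after their values were seen, *Timp1* rose by 5.59 on the log2 scale in WT mice and by 0.37 in disease mice (interaction −5.22, edgeR adjusted p = 0.0248; lost in 10 of 16 fits that left out a mouse, up to 0.0858), and *Mt3* had 2.81 and −2.43 (interaction −5.24, edgeR adjusted p = 0.0115). The count was 327 by DESeq2, 1 without WT treated mouse 1 and 293 without disease mouse 3. Of 100 divisions of the mice, the real one included, 5 gave as many genes, a share of 0.05, so a division by chance is not excluded for this count.

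Between the models, the effect of disease differed for 4 of 28 lists in 1 fit over both cohorts (fry). Relative to cohort F, cohort G was higher for blue calcium ion transport (0.21, fry adjusted p = 0.0313) and lower for dark red oxidative phosphorylation (−1.01, 1.17e-04), respirasome (−1.16, 1.17e-04) and fatty acid beta-oxidation (−0.60, 7.67e-04). The effect of tamoxifen in disease mice differed for 9 lists. It was higher in cohort G for midnight blue angiogenesis (0.64, fry adjusted p = 0.0385), salmon angiogenesis (0.87, 0.0247), axonogenesis (0.77, 0.0313) and semaphorin-plexin genes (0.87, 0.0313), and erythrocyte genes (2.62, 0.0247). It was lower for pink RNA processing (−0.33, 0.0385), transcription initiation (−0.48, 0.0247) and proteasome (−0.55, 0.0215), and for fast fiber genes (−0.89, 0.0247). Each effect is a difference between groups prepared alike. Cohort, model and library protocol nevertheless go together, and a protocol under which genes respond unequally cannot be told apart from a difference between the models. *Xist* was over 1 CPM in 4 of 4 mice of each group of cohort F. In cohort G it was so in 4 of 4 disease treated and 2 of 4 disease mice. The 9 differences under tamoxifen were not tested with *Xist* as a covariate, so a part of unequal *Xist* expression in them is not excluded.

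Genes of bone that the paper does not discuss were strongly higher under tamoxifen in WT mice of cohort G: *Tnn* by 11.44, *Mmp13* by 10.53 and *Ibsp* by 9.59 on the log2 scale. In disease mice of cohort G, the log2 fold changes were 10.82, 10.23 and 9.30, and the call of *Ibsp* was lost with only the groups compared in the fit (edgeR adjusted p = 0.0563). In cohort F they were high in disease treated mouse 2 alone (170.6, 290.6 and 185.9 CPM). A list of 15 osteoblast and osteocyte genes, of which 13 were tested and 5 are expressed in WT muscle, rose by 3.95 on average (fry adjusted p = 0.00166), with *Col1a1* at 5340 ± 1748 CPM against 239.9 ± 129, and by 3.66 in disease mice (fry adjusted p = 0.0146). Marrow carried along with bone would bring neutrophil genes, and these had a mean log2 fold change of 0.19 over 3 tested genes (median −0.06, fry adjusted p = 0.871), with *S100a8* at 0.509 CPM against 0.462. Unequal numbers of *Xist*-expressing mice as the cause are argued against in WT mice, as 2 of 4 treated and 2 of 4 untreated ones had over 1 CPM of *Xist*, a difference of 0. In disease mice these were 4 of 4 and 2 of 4, and with *Xist* as a covariate the osteoblast and osteocyte genes still rose by 3.47 (fry adjusted p = 0.0201 over 18 tests, 9 of 13 genes higher), which argues against *Xist* as the whole cause there. Tendon genes (10, of which 9 are expressed in WT muscle) and cartilage genes (9 tested) rose as well, by 3.22 and 3.00 on average (fry adjusted p = 0.00206 and 0.00470), and their median was 0.690 of that of the osteoblast and osteocyte genes. Tendon genes were already higher in untreated disease than in WT mice of cohort G, by 1.53 (fry adjusted p = 0.0401, 10 of 10 genes higher), where osteoblast and osteocyte genes had −0.04 (0.838; median 0.61). In disease treated mice tendon genes rose by 0.70 without a call (fry adjusted p = 0.838) and cartilage genes by 2.39 (0.176). New bone under tamoxifen and tissue taken with the muscle therefore cannot be told apart, and bone formation in response to an estrogen receptor ligand is an untested hypothesis.

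*Flrt1* is another gene that the paper does not discuss, and was higher in every treated mouse than in every untreated mouse, with log2 fold changes of 5.48 in WT and 4.89 in disease mice of cohort G and 6.25 in disease mice of cohort F. Its calls were kept under every alternative run for it, in cohort G also with *Xist* as a covariate, with thinned libraries and without mitochondrial reads, and with each mouse left out. In the fits that left out a mouse, its edgeR adjusted p was at most 3.12e-04 and 8.11e-04 in WT and disease mice of cohort G and 0.00381 in cohort F.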

How the results depend on the processing

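The fits with *Xist* as a covariate, those with thinned libraries and those without mitochondrial reads, and the mitochondrial share with each mouse left out, are tests chosen only after the result was seen; the other alternatives, the tests and the rule for naming genes were set before the data were examined. Where a value changed, the cause was not tested unless it is named.

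Counts of differentially expressed genes stayed within 1.5 times in 31 of 45 values of the alternatives set first and 11 of 15 of those added. DESeq2 called more genes in cohort F, 1191 in disease, 1223 under tamoxifen and 544 between treated and WT mice, and 327 for the interaction in cohort G. With only the groups compared in the fit, the counts were 1458 and 122 for disease and tamoxifen in cohort F and 30 for tamoxifen in disease mice of cohort G. Without a filter, tamoxifen in disease mice of cohort G gave 814 genes and treated against WT mice of cohort F 210. RLE normalization, the paper's filter and thinning gave 20, 16 and 23 genes for the interaction. With *Xist* as a covariate, the counts were 495 for tamoxifen in disease mice, 2837 for treated disease against WT mice and 117 for the interaction in cohort G.

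With each mouse left out, the counts ranged in cohort G from 2034 to 3953 for disease, 2769 to 4825 for tamoxifen in WT mice, 368 to 2562 for tamoxifen in disease mice, 2955 to 5497 for treated disease against WT mice and 1 to 293 for the interaction. In cohort F they ranged from 18 to 759 for disease, 160 to 1253 for tamoxifen and 42 to 266 for treated against WT mice. The lowest came without WT mouse 2, WT treated mouse 2, disease treated mouse 3 (both comparisons of these mice), WT treated mouse 1, WT mouse 8, disease treated mouse 3 and WT mouse 5. The highest came without disease treated mouse 4 for the first 4 of these counts, disease mouse 3 for the interaction, disease treated mouse 2 for disease and tamoxifen in cohort F, and disease treated mouse 3 for the last.

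The mice of a number do not deviate together (mean correlation −0.00864 over 24 pairs of cohort G, with 7 over 0.1, and −0.0455 over 4 pairs of cohort F, with 1 over 0.1), so the number does not pair them. With the replicate number as a block, the counts were 843 genes for tamoxifen in disease mice and 10 for the interaction in cohort G, 152 for tamoxifen in cohort F, and 3 lists for tamoxifen in disease mice of cohort G. It also changed 5 of 43 calls of named genes and 4 of 24 calls of lists, and no other call or count.

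Calls of named genes were lost in 17 of 279 values of the alternatives set first, in 0 of 114 of those added and in 46 of 756 with a mouse left out; none changed direction. Camera with a correlation of 0.01 called 21 lists for disease, 8 for tamoxifen in WT and 16 in disease mice of cohort G, and 10 and 15 for disease and tamoxifen in cohort F, where fry called 13, 4, 5, 6 and 2. The list calls named in the text are those of fry. The exact permutation test called 0 lists in each, and 13, 10, 2, 7 and 4 lists had an unadjusted p under 0.05. Lists past the threshold lost it in 35 of 144 values of the alternatives set first. These include every such list under the exact permutation test, whose smallest p became 0.111 after adjustment, so that its losses tell nothing about single lists. The other losses came with the replicate number as a block or with camera. With a mouse left out, lists lost the threshold in 69 of 448 values. The number of lists then ranged from 3 to 7 for disease and 2 to 6 for tamoxifen in cohort F, and from 1 to 16 for tamoxifen in disease mice of cohort G.

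On PC1 within cohort G, disease and WT mice differed by 8.33 with the 500 most variable genes and by 17.5 with log2 CPM, each past the threshold, and by 9.61 on the joint PC1 with 500 genes. With 500 genes, the position of treated against disease mice in cohort G changed sign (0.0340). With a mouse left out, differences on PC1 within cohort G ranged from 0.481 to 16.2 for disease against WT, −61.6 to 68.1 for WT treated against WT, −39.8 to 48.9 for disease treated against disease and −39.4 to 60.6 for disease treated against WT. The negative values all arose without WT mouse 3, where PC1 was turned by a difference near 0. Within cohort F they ranged from −39.0 to −22.3 for treated against disease and from −5.86 to 13.0 for treated against WT mice, changing sign without disease treated mouse 2 (−5.86), disease mouse 4 (−2.17) and WT mouse 6 (−0.579). On the joint PC1 the ranges in cohort F were 10.9 to 20.04 for disease against WT, −19.1 to −1.77 for treated against disease and −2.43 to 15.5 for treated against WT, negative without disease treated mouse 2. In cohort G they were 5.95 to 13.5 for disease against WT, 23.8 to 40.04 for treated against disease and 30.1 to 48.8 for treated against WT.

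Positions between WT and disease ranged from 0.712 to 0.816 for disease against WT in cohort F, and in cohort G from 0.742 to 0.831 for disease against WT, 0.291 to 0.455 for WT treated against WT and −0.156 to 0.0116 for disease treated against disease, positive without disease mouse 2. On the other cohort's axis they ranged in cohort F from 0.356 to 0.520 for disease against WT, −0.287 to −0.131 for treated against disease and 0.199 to 0.289 for treated against WT. In cohort G they ranged from 0.792 to 1.01 for disease against WT and −0.0283 to 0.213 for treated against disease, negative without disease mouse 3. Many of these lost their call only because 3 mice against 4 gave the next smallest p.

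Across genes, the correlation between the models in disease was 0.749 over called genes and 0.509 by Spearman's rho, and that of tamoxifen in WT and disease mice 0.712, and 0.523 by rho. The correlation of the tamoxifen effects ranged from −0.0769 to 0.319 with a mouse left out. The mitochondrial share under tamoxifen in disease mice of cohort G ranged from −0.0830 to 1.08 percentage points, negative without disease mouse 1 or disease treated mouse 2 (−0.0771). Of the trait relations, 0 passed with variance-stabilized scores or with differences from WT by the exact permutation test (30 and 50 at an unadjusted p under 0.05), and 76 when mice were counted by themselves. Thinned to the smallest library, disease gave 2970 genes and tamoxifen in WT mice 3714.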

Differences from the paper's values

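All alternatives compared with the paper's values in this part were set before the data were examined, and no test was chosen only after the result was seen.

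The paper's PC1 explains 22% of the variance over all its cohorts, and over cohorts F and G alone PC1 explained 39.5%. The sets of mice differ. With the 500 most variable genes it was 56.7%, with log2 CPM 37.4%, without a filter 33.1%, and 36.4% to 41.5% with each mouse left out, and none of these settings reaches the paper's value.

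The paper describes a tendency of disease treated mice of the tamoxifen cohorts to lie near disease mice. In cohort F, treated mice lay at 0.340 on the line from WT (0) to disease (1), closer to WT mice on average, though neither the difference from disease mice (exact two-sided permutation p = 0.0571) nor that from WT mice (p = 0.229) passed the test. On the axis of cohort G they lay at 0.232, apart from WT mice (exact permutation p = 0.0286), and their difference from disease mice (−0.208, exact permutation p = 0.114) did not pass. In cohort G, treated mice lay at 0.817 on the line of their own cohort, with disease mice. On PC1 they lay above disease mice, by 36.6 within the cohort and by 29.6 over both cohorts. Neither distance passed the test (exact two-sided permutation p = 0.0857 for each).

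The paper's Figure 2 relates the blue, pink and dark red modules to better muscle traits, and the grey60, light green, midnight blue, salmon, green-yellow and purple modules to worse ones. If lists drawn from their terms followed this, the former would be lower and the latter higher in disease mice. In cohort G, 2 of 21 lists lay on that side and 19 on the other, 2 and 10 of them with a call (fry), and in cohort F 4 of 21 lists lay on that side and 17 on the other, 0 and 3 with a call. On the paper's side were the dark red lists in cohort G (−0.94 and −1.09) and, in cohort F, the green-yellow list (0.13, 12 of 12 genes higher) and 3 of the 4 pink lists (−0.04 at the lowest). On the other side, 4 of 4 blue lists were higher in disease mice of each cohort, with mean log2 fold changes of 0.40 to 0.68 in cohort G and 0.24 to 0.49 in cohort F, as were the 4 pink lists in cohort G (0.22 to 0.33, without a call). The grey60 lists had −0.71 to −0.87 in cohort G and −0.07 to −0.25 in cohort F, the light green list −0.76 and −0.28, the midnight blue list −0.52 and −0.05, the salmon lists −0.38 to −0.45 and −0.01 to −0.17, and the purple lists −0.13 and −0.19 in cohort G and −0.16 and −0.17 in cohort F. The green-yellow list had −0.46 in cohort G, and the dark red lists 0.07 and 0.06 in cohort F. Immune cell genes, which the paper's brown module concerns on the side of worse traits, were higher in disease mice of each cohort (1.64 and 1.61). The 2 trait relations that passed the adjustment, of blue and light green lists with hanging time, also had signs opposite to the paper's sides. The paper's statements concern module eigengenes over all its mice, and the values here concern term lists over 28 mice. Genes of the blue lists went either way in disease mice of cohort G, with 41 higher and 18 lower for calcium ion transport. All genes of the dark red, green-yellow, grey60 cell-cell junction and light green lists were lower there.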

Other observations

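The tests of depth against the mitochondrial share, of a shift by abundant genes, of the nuclear respiratory chain in WT treated mice, of a wrong label and of immune cells in disease mouse 4 of cohort G, of the pink lists that were not called, and of divisions of the disease mice against tamoxifen in WT mice, were chosen only after the result was seen, as were the fits with *Xist* and with thinned libraries.

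For the counts of differentially expressed genes, other divisions of the same mice were tried, 35 for each pair of groups with only these groups fitted. As many genes as in the real division were found in 1 of 35 divisions, the real one, for disease in cohort G (2931 genes, at most 5 in the others), tamoxifen in WT mice (4298, at most 6), treated disease against WT mice (3994, at most 1), disease in cohort F (1458, at most 0), tamoxifen in cohort F (122, at most 0) and treated against WT mice of cohort F (120, at most 0). For tamoxifen in disease mice of cohort G, 3 of 35 divisions gave as many as the real one (30 genes, a share of 0.0857), with 83 and 65 genes when treated mouse 4 changed places with disease mouse 3 or 4. The likeness to the effect of tamoxifen in WT mice, which share no mice with these, does not settle it, as 4 of 35 divisions, the real one included, had as large an absolute r across genes (0.719 in mean log2 CPM; 0.807, 0.799 and 0.785 when treated mouse 4 changed places with disease mouse 4, 1 or 2). A division by chance is thus not excluded for this count in the fit of its groups alone. *Flrt1*, which also rose in WT mice, was 21.3 to 45.5 CPM in the treated and at most 2.18 in the untreated disease mice.

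The *Xist* level was 145.6 to 165.5 CPM in the disease treated mice of cohort G, and 158.6, 0.0961, 0.0452 and 161.2 in the disease mice. The Y-linked *Ddx3y* was over 1 CPM in 0 of the treated and 2 of the disease mice. These genes point to an unequal sex of the compared groups. With *Xist* as a covariate, 495 genes were called for tamoxifen in disease mice in place of 1277, so unequal *Xist* expression may account for a part of this count. All 1277 genes had the same direction in that fit, their fold changes had a slope of 0.952 and the median SE grew by a factor of 1.08, and 465 genes were called in each. Depth as the whole cause of the counts for disease and for tamoxifen in WT mice of cohort G is argued against by libraries thinned to the smallest, with 2970 and 3714 genes. In cohort F libraries were not thinned.

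Lower mitochondrial reads in disease mice of cohort G were examined for several explanations. WT treated mice had a share of 17.7% ± 1.00 (SD, n = 4; difference from WT −5.23 percentage points, exact two-sided permutation p = 0.0286) and disease treated mice 15.2% ± 0.858. Deeper libraries had a lower share within groups (r = −0.689 over 16 mice, permutation p = 0.0652; rho = −0.438, permutation p = 0.143). Without the 2 mice of farthest depth r was −0.134, so the relation rests on those mice. WT mice had the highest median depth and the highest share, so such a relation would act in the other direction. Lower expression of the whole respiratory chain is argued against in disease mice by 40 nuclear genes of the chain, with a mean log2 fold change of −0.05 (fry adjusted p = 0.759, 0.380 before adjustment, 27 of 40 lower). In WT treated mice the nuclear genes did fall, by 0.52 on average (fry adjusted p = 0.00241, 2.41e-04 before adjustment, 40 of 40 lower). Osteoblast and osteocyte genes rose by 3.95 in the same mice, where tissue taken with the muscle was not excluded. A lower level of the whole chain therefore cannot be told apart there from a smaller share of muscle RNA. A shift of all genes by a few abundant ones is argued against, as 40 of 40 nuclear genes lay above the mean fall of the mitochondrial genes by more than 2 SE in disease mice. Library sizes without mitochondrial reads moved the fold changes by at most 0.00103, so that this setting decides nothing about genes that take many counts. A lower level of mitochondrial transcripts in *Dnm2* S619L/+ muscle remains a hypothesis.

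Disease mouse 4 of cohort G had high levels of interferon-induced genes, with a score of 5.23 mean log2 CPM over 20 genes against 1.58 to 2.39 in the other disease mice. The list was higher in disease by 1.91 without a call (fry adjusted p = 0.346, 19 of 20 higher), and lower under tamoxifen by a mean log2 fold change of −1.95 (0.346, 20 of 20 lower). *Cxcl9*, with 55.9 CPM in this mouse and 1.87 to 3.87 in the others, had −3.66 under tamoxifen (edgeR adjusted p = 0.0244), −1.09 without this mouse. Its call was lost in 4 of the 16 fits that left out a mouse (edgeR adjusted p up to 0.0925), without a filter (0.0852) and with only the groups compared in the fit (0.148). *Gm4841* had −7.06 (edgeR adjusted p = 0.0115), −3.31 at the smallest with a mouse left out, and a call lost without treated mouse 2 or 3 (up to 0.0590) and with only these groups (0.101). A wrong label is argued against by its position between WT and disease of 1.07. Its immune cell score was 5.16, the highest in cohort G (4.19 in the next mouse), and more immune cells in this sample is a candidate explanation.

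The lists were compared with random lists of genes matched on GC content, length and expression, 1000 for each. Among the blue lists past the threshold, at most 0.8% of random lists reached the mean log2 fold change, among the grey60, light green and green-yellow lists 1.4%, and among the pink lists lower under tamoxifen 1.6%, which argues against such a bias as the whole cause. Random lists lack the co-expression by which the module lists were chosen, so these shares say nothing beyond that bias. For the pink translation and proteasome lists, which were not called, 5.7% and 9.7% did, so a bias of this kind may contribute there.

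Markers of other tissue states gave further values. Denervation and regeneration genes were higher in disease mice of cohort G by 1.55 (fry adjusted p = 2.04e-04, 13 of 14) and of cohort F by 1.15 (0.0467, lost in 11 of 12 fits that left out a mouse). Adipocyte genes were higher in disease mice of cohort F by 2.95 (0.0203, 5 of 6) and fell under tamoxifen by 2.14 (0.0204), and had 0.54 in cohort G (0.904). Slow fiber genes had 1.47 in cohort G (0.0845, 7 of 8) and 0.13 in cohort F (0.969), and fast fiber genes −0.29 (0.162) and −0.48 (0.0977). Erythrocyte genes had −0.74 in cohort G (0.435) and 1.40 in cohort F (0.119), and the sex-linked genes −0.02 in cohort G (0.901; median 0.07). The sex-linked list joins *Xist* with Y-linked genes, so its mean does not show whether the sexes were balanced. *Xist* itself was over 1 CPM in 2 of 4 WT and 2 of 4 disease mice of cohort G.

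*Bin1* was higher in disease mice of cohort G, with 874 ± 157 CPM against 499.9 ± 9.27 in WT (log2 fold change 0.81, SE 0.15, edgeR adjusted p = 0.00176). *Mstn*, which encodes myostatin, fell in disease mice of cohort G by 1.73 on the log2 scale (edgeR adjusted p = 1.54e-04) and of cohort F by 1.09 (0.0490, lost in 8 of 12 fits that left out a mouse, up to 0.140). Under tamoxifen it had 1.33 in cohort F (edgeR adjusted p = 0.0207, lost in 3 such fits, up to 0.0686) and 0.42 in cohort G (0.253).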
